# Transcriptomic analysis identifies genes and pathways related to myrmecophagy in the Malayan pangolin (*Manis javanica*)

**DOI:** 10.7717/peerj.4140

**Published:** 2017-12-22

**Authors:** Jing-E Ma, Lin-Miao Li, Hai-Ying Jiang, Xiu-Juan Zhang, Juan Li, Guan-Yu Li, Li-Hong Yuan, Jun Wu, Jin-Ping Chen

**Keywords:** Digestion, Myrmecophagy, Conservation, Pangolin

## Abstract

The Malayan pangolin (*Manis javanica*) is an unusual, scale-covered, toothless mammal that specializes in myrmecophagy. Due to their threatened status and continuing decline in the wild, concerted efforts have been made to conserve and rescue this species in captivity in China. Maintaining this species in captivity is a significant challenge, partly because little is known of the molecular mechanisms of its digestive system. Here, the first large-scale sequencing analyses of the salivary gland, liver and small intestine transcriptomes of an adult *M. javanica* genome were performed, and the results were compared with published liver transcriptome profiles for a pregnant *M. javanica* female. A total of 24,452 transcripts were obtained, among which 22,538 were annotated on the basis of seven databases. In addition, 3,373 new genes were predicted, of which 1,459 were annotated. Several pathways were found to be involved in myrmecophagy, including olfactory transduction, amino sugar and nucleotide sugar metabolism, lipid metabolism, and terpenoid and polyketide metabolism pathways. Many of the annotated transcripts were involved in digestive functions: 997 transcripts were related to sensory perception, 129 were related to digestive enzyme gene families, and 199 were related to molecular transporters. One transcript for an acidic mammalian chitinase was found in the annotated data, and this might be closely related to the unique digestive function of pangolins. These pathways and transcripts are involved in specialization processes related to myrmecophagy (a form of insectivory) and carbohydrate, protein and lipid digestive pathways, probably reflecting adaptations to myrmecophagy. Our study is the first to investigate the molecular mechanisms underlying myrmecophagy in *M. javanica,* and we hope that our results may play a role in the conservation of this species.

## Introduction

Pangolins, also known as scaly anteaters, are eutherians and placental mammals. Eight pangolin species are recognized: four from Asia, *Manis. javanica*, *M. pentadactyla*, *M. crassicaudata,* and *M. culionensis,* and four from Africa, *Phataginus. tricuspis*, *P. tetradactyla*, *Smutsia. gigantea,* and *S. temminckii*, the genus *Manis* to the four Asian species while assigning the two African tree pangolin species to the genus *Phataginus* and the two terrestrial African pangolin species to the genus *Smutsia* (Du Toit Z et al., 2014; Gaudin, Emry & Wible, 2009). *M. javanica* is found mainly in Southeast Asia (Trageser et al., 2017). In pangolins, unlike other placental mammals, the skin is covered by large and overlapping keratinized scales (Meyer et al., 2013). Furthermore, pangolins are edentulous or toothless and are thus specialized within an already unusual mammalian dietary niche (Pietersen et al., 2016; Yang et al., 2007). Pangolins feed mainly on ants and termites (Ashokkumar et al., 2017; Pietersen et al., 2016; Mahmood et al., 2013; Richer, Coulson & Heath, 1997; Swart, Richardson & Ferguson, 1999). Pangolins also have a well-developed muscular system for fossorial or arboreal behavior and a remarkable olfactory system (Choo et al., 2016). As predators of ants and termites, pangolins have a specialized diet and perform an important ecological role in regulating insect populations (Hua et al., 2015). Individual adult pangolins have been estimated to consume more than 70 million insects annually and pangolins provide an important regulatory function in controlling both ants and termites (Hua et al., 2015; Pietersen et al., 2016; Yang et al., 2007). In addition to their ecological value, pangolins are extremely economically important animals. Pangolins are the most poached and trafficked mammal in the world because of the high demand for their meat, which is considered a delicacy, and their scales are used in traditional medicine (Trageser et al., 2017).

*Manis. javanica* is classified as critically endangered according to the International Union for Conservation of Nature (IUCN) Red List of Threatened Species^®^ (Challender et al., 2014) and has been included in Appendix I of the Convention on International Trade in Endangered Species of Wild Fauna and Flora (CITES I). The numbers of *M. javanica* in the wild have been dramatically declining for several reasons. A major threat is the rapid loss and deterioration of their natural habitat as a result of deforestation; illegal hunting, which might reflect the pangolin’s economic value; and human agricultural expansion (Hua et al., 2015). Therefore, artificial breeding may be the best choice for ensuring pangolin survival. A suitable artificial diet is one of the critical limiting factors in raising pangolins in captivity because they can have many digestive problems (Hua et al., 2015). Pangolins have adapted to a highly specialized diet of ants and termites; thus it is difficult to replace their natural food completely by artificial food (Hua et al., 2015; Yang et al., 2007). Pangolins favor high-protein, high-fat, and high-calorie food, and they have the notable ability to digest and absorb chitin in the digestive system (Hua et al., 2015; Yang et al., 2007). Chitin is a linear polymer of N-acetyl-beta-glucosaminidase subunits linked by a beta-1, 4 glycosidic bond and is one of the constituents of insect exoskeletons and the peritrophic membranes of ants (Kawashima et al., 2016). The internal degradation of chitin particles is mainly catalyzed by chitinase (Strobel et al., 2013).

Over the past 150 years, several zoos have tried to maintain pangolins. However, because of inadequate diets, these animals have not been successfully maintained for long periods by most zoos (Hua et al., 2015). Some formulas for diets fed to *M. javanica* in captivity use a paste mixture of several kinds of food, such as hard-boiled chicken eggs, multivitamin liquid, horse meat, water, mealworms, insectivore pellets, salmon oil, and powdered termite mound (Vijayan, Yeong & Ling, 2009). Digestive disorders often appear in pangolins fed with artificial food, and the faeces of the animals become fluid. Several researchers have suggested that a certain proportion of chitin might be the key to artificial diets for pangolins (Ya-yong et al., 1999; Yang et al., 2007); however, an understanding of the molecular genetics that might provide a theoretical basis for raising *M. javanica* in captivity is lacking.

Genetic studies of endangered species have become increasingly widespread in the last two years (Choo et al., 2016; Mwale et al., 2017; Yusoff et al., 2016; Zhihai et al., 2016). In particular, the genomes and transcriptomes of *M. javanica* have been reported (Choo et al., 2016; Yusoff et al., 2016). Currently, increasing amounts of molecular information about *M. javanica* have become available as a result of the emergence of high-throughput next-generation sequencing (NGS) technologies. The complete genome sequencing of *M. javanica* and the transcriptome sequencing of eight organs, including the heart, liver, spleen, lung, kidney, thymus, cerebellum, and cerebrum, have progressively revealed unknown aspects of pangolin biology (Yusoff et al., 2016). High-quality transcriptomes have been used for analyses of the functional and phylogenetic aspects of immunity biology (Yusoff et al., 2016), but genetic research regarding myrmecophagy is still lacking. Here, two questions are raised. Are molecular pathways involved in the evolution of this dietary adaption for myrmecophagy, and how do they affect the appearance of this feature? In terms of dietary adaptation, we wanted to investigate whether specific genes exist for digestive function. We selected the liver, small intestine, and salivary glands for transcriptome sequencing to analyze the genetic selection of potential candidate genes involved in myrmecophagy. Salivary glands are important amylase secretory organs although liver secretions also contain amylase and lipase, and the small intestine is involved in the absorption of nutrients. We aimed to analyze the unique feeding behavior of pangolins in the hope that our results may provide a new approach to the protection of this species.

## Materials and Methods

### Ethics statement

All animal procedures were approved by the ethics committee for animal experiments at the Guangdong Institute of Applied Biological Resources (reference number: G2ABR20170523), and followed basic principles.

### Biological sample

Briefly, an adult female *M. javanica* was provided by the Dongguan Institute of Qingfengyuan Animal Medicine (Dongguan, Guangdong, China). The specimen was a wild individual that died in the process of rescue; the animal was 4.08 kg in weight before its natural death. The animal was dissected immediately after its natural death. During the dissection, ants were found in its stomach. The salivary glands, liver, and small intestine were collected as soon as possible, frozen in liquid nitrogen, and stored at −80 °C until RNA extraction.

### RNA isolation, cDNA library construction and Illumina sequencing

Total RNA was extracted from the three tissues using RNAiso reagent (Takara, Otsu, Japan) and was treated with DNase I (Takara). RNA purity was checked using a NanoPhotometer spectrophotometer (IMPLEN, CA, USA). RNA concentration was measured using the Qubit RNA Assay Kit and a Qubit 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA), and RNA integrity was assessed using the RNA Nano 6000 Assay Kit and the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). RNA was frozen at −80 °C until cDNA library construction.

RNA samples were then mixed with fragmentation buffer (Ambion, Foster City, CA, USA) and fragmented into short fragments; the average insert size was 200 bp. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. DNA contaminants were further removed through DNase enzyme digestion followed by rRNA removal. cDNA synthesis was then followed by PCR amplification to generate a complete cDNA library, which was sent for sequencing in a flowcell on the Illumina HiSeq™ 2000 platform using the TruSeq PE Cluster Kit V3-cBot-HS (Illumina PE-401-3001) and TruSeq SBS Kit-HS v3 200 cycles (Illumina FC-401-3001).

### Data assembly and annotation

Four groups of sequencing data were used for assembly and annotation and the data were annotated using a published paper housed at the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) accession number SRR2561213 (Yusoff et al., 2016). The primary sequencing data were cleaned by (a) removing reads with adaptors; (b) removing reads where the proportion of unknown bases (N) exceeded 5% (−*n* = 0.05); and (c) removing low-quality reads (reads in which the proportion of bases with quality <10 exceeded 20%, i.e., −*l* = 10 and −*q* > 0.2). Clean reads were aligned to reference sequences using a spliced read mapper for RNA-Seq-*TopHat2* (http://ccb.jhu.edu/software/tophat/index.shtml), which is based on Bowtie2 (http://bowtie.cbcb.umd.edu/). The parameter values of RNA-Seq-*TopHat2* were as follows; –read-mismatches: 2, –read-edit-dist: 2, –max-intron-length: 5000000, –library-type: fr-unstranded, –GTF: genome.gtf, –mate-inner-dist: 40, –solexa1.3-quals, and other parameters were set to the default values. There were three steps: (a) align the reads to the reference transcriptomes; (b) align the reads to the reference genome without the alignment described in (a); and (c) align the reads segmentally to the reference genome without the alignment described in (b). Following this, the alignment data were used to calculate the distribution and coverage of the reads on the reference genes.

To offer complementary insights, all transcripts (>200 bp) were annotated on the basis of basic local alignment search tool (BLASTX) results with *e*-values of 1e^−5^ against a total of seven databases, including the non-redundant protein database (NR, ftp://ftp.ncbi.nih.gov/blast/db/); a manually annotated, non-redundant protein sequence database (Swiss-Prot, http://www.uniprot.org/); the Translated EMBL Nucleotide Sequence Data Library (TrEMBL, http://www.bioinfo.pte.hu/more/TrEMBL.htm), which complements the Swiss-Prot protein knowledgebase; the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/), which is used to understand the high-level functions and utilities of biological system (such as the cell, the organism and the ecosystem) based on molecular-level information, especially for large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies; Gene Ontology (GO, http://www.geneontology.org/), which described biological processes, molecular functions, and cellular components; and Clusters of Orthologous Groups of proteins (KOG/COG: COG, http://www.ncbi.nlm.nih.gov/COG/, KOG, http://www.ncbi.nlm.nih.gov/KOG/). The best-aligned results were used to determine the sequence direction of the transcripts. If the results from the different databases were in conflict, the sequence direction of the transcript was determined using the prioritization order NR, Swiss-Prot, KEGG and COG.

### Analysis of differentially expressed genes

Gene expression levels were estimated based on the fragments per kilo base (kb) of transcript per million fragments mapped. The formula is as follows: FPKM = cDNA Fragments/Mapped Fragments (Millions)/Transcript Length (kb). Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted using the edgeR program package and a scaling normalized factor (Robinson, McCarthy & Smyth, 2010). The differential expression analysis of two samples was performed using the DEGseq R package (Wang et al., 2010). *P*-value was adjusted using *q* value, and *q* value < 0.005 & |log2 (fold change)| ≥ 1 was set as the threshold for significantly differential expression (Storey & Tibshirani, 2003).

### Correlation between any two pangolin tissue transcriptomes

To examine the similarity between the different organ transcriptomes, the expression levels of the transcripts (FPKM) in the transcriptomes of each tissue were manipulated using the tool “RSEM-calculate-expression” in the RSEM pipeline (http://deweylab.biostat.wisc.edu/rsem/README.html), which performs accurate transcript quantification from RNA-Seq data with or without a reference genome. The reads for each tissue were mapped to the transcripts (Li & Dewey, 2011). Gene expression values, expressed as log 10 (FPKM + 1) for the transcriptomic data from each tissue, were plotted against one another to produce scatter plots. *R*^2^ values were then calculated from the scatter plots to assess the correlation between any two *M. javanica* transcriptomes.

## Results

### Illumina sequencing and assembly

To obtain a comprehensive and representative transcriptome of *M. javanica*, 97,353,658 high-quality clean reads (for a total length of 2,920,609,740 bp) were generated from the three tissues after the removal of the adaptor sequences. 

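RNA from the small intestine, the salivary glands and the liver of the same adult female was sequenced as 1 library per tissue, so no value given for these libraries has a replicate check. For each of 24220 genes, the authors deposited the number of fragments counted on it, that number scaled by 1 factor per library, and FPKM. The paper defines FPKM as fragments scaled for transcript length and mapped fragments. The deposited FPKM does not follow from the listed count and gene length alone, so ranks by FPKM and by count can differ. The genes include 3373 new genes that the authors joined from the aligned reads with Cufflinks. The counts summed to 10158924 in the small intestine library, 8318686 in the salivary gland library and 14568778 in the liver library. At these depths a count of 0 allows a share of up to 0.295, 0.361 and 0.206 CPM (counts scaled to the same library size), and this limit, like the intervals given for shares, covers counting error only. Genes with a count of 0 numbered 4985, 5506 and 5013, in the same order. The gene with the highest FPKM in the small intestine library was BPIFB1 (gene2060), with an FPKM of 136163 and 23.0% of the counts (95% Wilson interval 22.9 to 23.0%). It was followed by the gene of pepsin A (gene4646), with an FPKM of 94138 and 9.90% of the counts. In the salivary gland library the highest FPKM was 80008 for Manis_javanica_newGene_4003, followed by latherin (gene14993) with 62922 and 7.94% of the counts. In the liver library hepcidin (HAMP, gene10646) came first, with an FPKM of 30304 and 0.797% of the counts. The 10 most abundant genes took 47.4% of the FPKM in the small intestine library, 39.8% in the salivary gland library and 29.01% in the liver library. In the library labelled small intestine, a list of gastric genes written beforehand had a median FPKM of 1073 and a list of enterocyte genes a median of 0.627. A gene was taken as expressed above an FPKM of 1, the paper's threshold, and genes were named from the Swiss-Prot entry or, failing that, the KEGG entry of the deposited annotation.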

All high-quality sequencing reads from *M. javanica* are available on the NCBI Gene Expression Omnibus (GEO) database under accession numbers GSM2667949, GSM2667950 and GSM2667951. The average proportion of high-quality clean reads was 95.58% (Table 1). Clean reads were assembled into long assembled sequences (contigs) using *TopHat2*. The alignment efficiency between the sample and reference genome ranged from 69.57–89.30% (Table 2), while the alignment efficiency between the sample and the exons of the reference genome ranged from 76.11–85.16% (Fig. S1).

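The fragments counted on genes came to 67.2% of the paper's clean read pairs (Table 1) for the small intestine, 56.0% for the salivary glands and 66.0% for the liver. At least 10 fragments were counted on 15304 genes (63.2%) in the small intestine library, 14970 (61.8%) in the salivary gland library and 15769 (65.1%) in the liver library. Genes of the mitochondrial genome held 6.11%, 4.32% and 10.7% of the FPKM, in the same order.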

**Table 1:** Sequencing statistics for the transcriptomes obtained from the salivary glands, liver, and small intestine of adult female Malayan pangolin (*Manis javanica*).

Organ	Raw pairs (bp)	Clean pairs (bp)	Clean bases (bp)	GC content	% ≥Q30%
Small intestine	20,296,915	15,117,014	4,535,104,200	53.71%	95.30%
Liver	33,288,751	22,073,184	6,621,955,200	53.15%	94.67%
Salivary glands	20,297,074	14,857,037	4,457,111,100	51.33%	95.58%
Referred liver	–	45,306,423	9,061,284,600	50.87%	90.35%

**Table 2:** Summary of the sequencing data aligned to the Malayan pangolin (*Manis javanica*) whole genome reference sequence.

Organ	Total reads	Mapped reads	Unique mapped reads	Multiple map reads
Small intestine	30,234,028	22,277,733 (73.68%)	21,843,354 (72.25%)	434,379 (1.44%)
Liver	44,146,368	31,965,251 (72.41%)	31,694,559 (71.79%)	270,692 (0.61%)
Salivary glands	29,714,074	20,673,075 (69.57%)	19,911,660 (67.01%)	761,415 (2.56%)
Reference liver	90,612,846	80,913,231 (89.30%)	80,064,920 (88.36%)	848,311 (0.94%)

### Functional annotation

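The deposited annotation held 22538 genes with an entry in at least 1 of 7 databases. Of these, 22087 were also in the expression tables and 451 were not. With only the genes in the expression tables, the share of annotated genes was 91.2%. A further 2133 genes in the expression tables had no entry, 1914 of them new genes. Among the annotated genes, 15386 had an FPKM above 1 in at least 1 library, and 2969 had no read in any of the 3 libraries.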

From the *M. javanica* transcriptome, 22,538 transcripts (93.05%) were annotated on the basis of the COG, GO, KEGG, KOG, Swiss-Prot, TrEMBL, and NR databases using BLAST. 

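Of the genes in the expression tables, the share with an FPKM above 1 in at least 1 library differed between databases. It was highest for the 6096 genes with a COG entry, 79.8%, followed by 75.7% of 13824 genes with a KOG entry and 72.3% of 16304 genes with a GO entry. The shares were 70.8% for KEGG, 69.7% of 16795 for Swiss-Prot and 68.8% of 20515 for TrEMBL.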

A total of 6,228 transcripts were annotated against the COG database, followed by 13,977, 14,115, 16,648, 17,135, and 20,964 transcripts annotated on the basis of the KEGG, KOG, GO, Swiss-Prot, and TrEMBL databases, respectively (Table S1). 

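An entry in NR was listed for 22473 genes, 22023 of which were in the expression tables. Of the latter, 15372 had an FPKM above 1 in at least 1 library and 10956 in all 3 libraries.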

As expected, the majority of the 22,473 transcripts matched the NR databases (*e*-value <10^−5^) (Fig. S2 and File S1). The *M. javanica* transcripts were annotated on the basis of the top BLASTX hits in the species distribution statistics. The top five organisms were *Ceratotherium simum* (2,382 transcripts, 10.60%), *Equus caballus* (1,402, 6.24%), *Canis lupus* (1,349, 6.01%), *Mustela putorius* (1,044, 4.65%) and *Odobenus rosmarus* (1,022, 4.55%) (Fig. S3).

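The shares of these genes with an FPKM above 1 in at least 1 library lay close together. They were 69.4% of 2341 genes with a best hit in C. simum, 71.01% of 1373 in E. caballus and 71.9% of 1321 in C. lupus. For M. putorius the share was 67.3% of 1025 genes, and for O. rosmarus 73.7% of 993 genes. The sixth species was Equus przewalskii, with 991 genes (4.41%).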

### COG and KOG analysis

In the COG database, the largest category of *M. javanica* annotated transcripts was general function prediction only (R) (2,438 transcripts, 27.76%), followed by replication, recombination, and repair (L) (848, 9.65%); transcription (K) (845, 9.62%); signal transduction mechanisms (T) (790, 8.99%); and post-translational modification, protein turnover, and chaperones (O) (484, 5.51%) (Fig. S4A). 

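Of the COG class letters given to genes, 8784 in all, class R held 27.8%. In the expression tables, 1533 of 2380 genes of class R (64.4%) had an FPKM above 1 in all 3 libraries. The same share was 64.5% for class L, 62.8% for class K, 57.9% for class T and 76.3% for class O. Translation (J), the class next in size with 423 genes, had the highest share of the 6 largest classes, 87.0%.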

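The KOG class letters numbered 15908. For general function prediction only (R), 1569 of 2857 genes in the expression tables (54.9%) had an FPKM above 1 in all 3 libraries. Signal transduction mechanisms (T) had the lowest share of the 6 largest classes, 45.8% of 2690 genes. The shares were 65.5% for class O, 68.5% for class S, 60.3% for class K and 72.7% for class U.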

In the KOG database, the largest category of *M. javanica* annotated transcripts was general function prediction only (R) (2,910 transcripts, 18.3%), followed by signal transduction mechanisms (T) (2,744, 17.26%); post-translational modification, protein turnover, and chaperones (O) (1,259, 7.92%); function unknown (S) (1,182, 7.43%); and transcription (K) (1070, 6.73%) (Fig. S4B).

In both the COG and KOG analyses, several transcripts were involved in the transport and metabolism of the three major nutrients: 136 transcripts were related to carbohydrate transport and metabolism, 122 were related to lipid transport and metabolism, and 124 were related to amino acid transport and metabolism (File S2).

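File S2 lists these genes by nutrient. Of the 136 carbohydrate genes, 133 were in the expression tables and 86 had an FPKM above 1 in all 3 libraries, with 97 in the small intestine, 93 in the salivary gland and 92 in the liver library. Of the 122 lipid genes, 122 were in the expression tables and 94 had an FPKM above 1 in all 3 libraries, with 100 in the small intestine, 98 in the salivary gland and 100 in the liver library. Of the 124 amino acid genes, 119 were in the expression tables and 62 had an FPKM above 1 in all 3 libraries, with 75 in the small intestine, 72 in the salivary gland and 89 in the liver library. The median FPKM of the amino acid genes was 7.33 in the liver library against 3.01 in the small intestine and 2.13 in the salivary gland library. The gene with the highest FPKM in any library was CHIA (gene3954) for carbohydrates. For lipids the 2 highest were ACAT1 (gene25808) and SCP2 (gene3980), the latter with 188 in the liver library, and for amino acids TAT (gene21751) and GLUL (gene16231), the latter with 3479 in the salivary gland library.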

### Gene Ontology (GO)

Annotation of the *M. javanica* transcripts with the GO database classified 16,649 transcripts into 61 small classes in three ontologies: biological processes, molecular functions, and cellular components. 

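A gene often carried terms of more than 1 ontology. At least 1 term of biological processes was listed for 13513 genes, of molecular functions for 13571 and of cellular components for 13358. Of those in the expression tables, 72.28% of 13238 for biological processes, 71.56% of 13303 for molecular functions and 71.96% of 13092 for cellular components had an FPKM above 1 in at least 1 library.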

A total of 44.36% of the transcripts were assigned to biological processes, 16.26% to molecular functions, and 39.38% to cellular components.

In the biological process ontology, the most highly represented terms were cellular processes (10,494, 63.03%), single-organism processes (9,554, 57.38%), and biological regulation (7,986, 47.97%). The fourth most represented term was metabolic process (7,173, 43.08%), which was followed by response to stimulus (4,915, 29.52%), multicellular organismal process (3,644, 21.89%), signaling (3,161, 18.99%), localization (3,001, 18.03%), developmental process (2,890, 17.36%), and cellular component organization or biogenesis (2,667, 16.02%). The terms associated with biological regulation and metabolic process might be indicative of *M. javanica* transcriptome involvement in various digestive activities.

For molecular functions, the sequences were mainly assigned to binding (9,371, 56.29%) and catalytic activity (5,347, 32.12%) followed by molecular transducer activity (1,750, 10.51%), receptor activity (1,681, 10.1%) and transporter activity (1,026, 6.16%), which might be involved in food digestion and absorption.

As anticipated, cell part (11,445, 68.74%) and cell (11,412, 68.54%) were the predominant terms assigned to the pangolin transcriptome in cellular components followed by organelle (8,014, 48.14%), membrane (5,980, 35.92%), membrane part (4,441, 26.67%), organelle part (4,079, 24.5%), macromolecular complex (3,413, 20.5%) and extracellular region (1,044, 6.27%) (Fig. S5, File S3). Overall, these results indicate that a broad range of biological activities were related to the expressed pangolin transcriptome, representing a pooled collection of the three digestive tissues sequenced.

### KEGG pathway analysis

To identify the pathways in which the *M. javanica* transcripts were involved, the transcripts were mapped on the basis of KEGG pathways. 

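A KEGG entry was listed for 13977 genes, 13706 of them in the expression tables. Of the latter, 9705 had an FPKM above 1 in at least 1 library, 8716 in the small intestine, 8144 in the salivary gland and 8328 in the liver library. File S4 names 290 pathways, and the copy used here holds the whole gene list of 77 of them. For 127 pathways the list of KO numbers is whole, and genes with those KO numbers were used where the gene list is not. For 74 of the 77 pathways with a whole gene list, the genes found through KO numbers were the genes listed.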

A total of 13,977 (57.71%) *M. javanica* transcripts were associated with 290 unique KEGG pathways, with a total of 15 unique KEGG pathways representing cellular processes, followed by 22, 27, 66, 68, and 89 representing genetic information passing, environmental information processing, organismal systems, human diseases, and metabolism, respectively (File S4).

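The copy of File S4 used here holds 37 of the 969 genes of olfactory transduction, 14 of the 444 of pathways in cancer and 14 of the 391 of the PI3K-Akt signaling pathway, so expression was not summarised for these lists. For olfactory receptors, genes were taken from the annotation instead. A Swiss-Prot or NR entry naming an olfactory receptor was listed for 971 genes, 969 of which were in the expression tables.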

The most-represented pathways in the *M. javanica* transcripts included olfactory transduction (969 transcripts) and pathways in cancer (444 transcripts), followed by the PI3K-Akt signaling pathway (391 transcripts), the MAPK signaling pathway (300 transcripts), and neuroactive ligand–receptor interaction (292 transcripts) (Fig. S6). The sense of smell is closely related to the biological activity of instinctive behaviors such as feeding, and the olfactory pathway plays a key role in the specific recognition of smells, thus leading the animal to different foods. 

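A KEGG entry naming an olfactory receptor was listed for 940 genes, 938 of them in the expression tables. 8 of these had an FPKM above 1 in at least 1 library, and 886 (94.5%) had no read in any library.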

A total of 969 genes were associated with olfactory transduction in the *M. javanica* transcripts, 942 transcripts of which were annotated as various kinds of olfactory receptors. These findings may explain the keen sense of smell in *M. javanica*.

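Of the 969 olfactory receptors named by Swiss-Prot or NR in the expression tables, 918 (94.7%) had no read in the small intestine, salivary gland or liver library. 7 had an FPKM above 1 in at least 1 library: 0 in the small intestine, 2 in the salivary gland and 6 in the liver library. With an FPKM threshold of 0.5 in place of 1, 14 receptors passed in at least 1 library, and with a threshold of 5, 3. All receptor genes together held 44 reads in the small intestine library, 75 in the salivary gland library and 1161 in the liver library. The highest FPKM values were 31.4 for gene25231 and 29.03 for gene7387, both in the liver library and both with an NR entry naming OR13A1. Genes of this subfamily held 1033 of the liver reads on receptors, and reads of such near copies could have been split between them in the counting. No olfactory tissue was among the libraries. From the number of annotated receptors, the paper proposes an explanation for the keen sense of smell of M. javanica.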

### Metabolic pathway analysis

A total of 1,814 transcripts were associated with 89 unique KEGG metabolic pathways. Most transcripts were involved in lipid metabolism (431 transcripts), carbohydrate metabolism (365 transcripts), amino acid metabolism (321 transcripts), glycan biosynthesis and metabolism (271 transcripts), nucleotide metabolism (233 transcripts), and the metabolism of cofactors and vitamins (225 transcripts). Other transcripts were associated with global and overview maps (199 transcripts), energy metabolism (167 transcripts), the metabolism of other amino acids (119 transcripts), and xenobiotic biodegradation and metabolism (116 transcripts); a small number of the transcripts were associated with terpenoid and polyketide metabolism (27 transcripts) and secondary metabolite biosynthesis (13 transcripts) (Fig. 1A).

**Figure 1:**
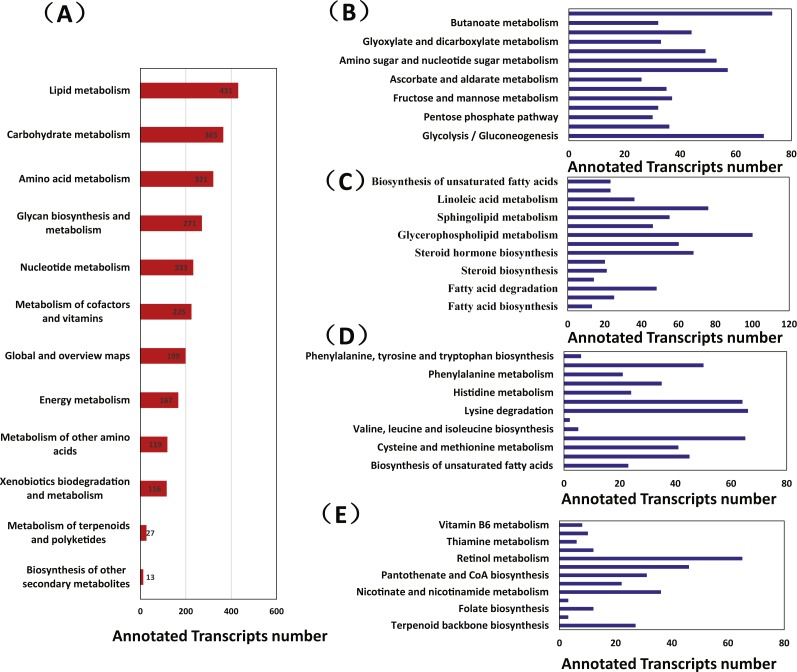
The metabolic pathway analysis of transcripts from *Manis javanica*. (A) Metabolism, (B) Carbohydrate metabolism, (C) Lipid metabolism, (D) Amino acid metabolism, (E) Cofactors and vitamin metabolism and terpenoid and polyketide metabolism. The *x*-axis shows the numbers of annotated transcripts in one class, and the *y*-axis shows the KEGG function classes.

### Carbohydrate metabolism

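Among carbohydrate pathways whose genes could be listed, starch and sucrose metabolism held 57 genes in the expression tables, with an FPKM above 1 for 23 in the small intestine, 22 in the salivary gland and 40 in the liver library. Its highest FPKM values were those of G6PC (gene6665) and UGT2B31 (gene26478), with 509 and 224 in the liver library and an FPKM of 0 in the others. Amino sugar and nucleotide sugar metabolism held 52 genes in the expression tables, with an FPKM above 1 for 45 in the small intestine, 44 in the salivary gland and 44 in the liver library. Ascorbate and aldarate metabolism held 26 genes in the expression tables, with an FPKM above 1 for 7 in the small intestine, 5 in the salivary gland and 21 in the liver library, and 5 of them passed in all 3 libraries. The genes of the first 2 pathways were found through KO numbers. For inositol phosphate metabolism the copy of File S4 used here holds 30 of 73 genes, and for glycolysis/gluconeogenesis 37 of 70, and these were not summarised.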

Inositol phosphate metabolism (73 transcripts), glycolysis/gluconeogenesis (70 transcripts), starch and sucrose metabolism (57 transcripts), and amino sugar and nucleotide sugar metabolism (53 transcripts) were at the top of the carbohydrate metabolic lists, whereas ascorbate and aldarate metabolism were at the bottom.

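CHIA (gene3954), annotated as acidic mammalian chitinase, lies on scaffold NW_016529463.1 from base 6342 to 66627. Its FPKM was 43108 in the small intestine library, 40.0 in the salivary gland library and 0 in the liver library. The counts behind these values were 604927, 686 and 0. CHIA took 5.95% of the counts in the small intestine library (95% Wilson interval 5.94 to 5.97%), and its FPKM was the third highest of that library. Its share of the counts there was at least 289173-fold higher than the share a count of 0 allows in the liver library. The salivary gland value was 0.0928% of the small intestine value. Among the 8 genes with an FPKM above 1000 in the small intestine library and almost none in the liver library, CHIA included, this share had a median of 0.0796% and ranged from 0.0311 to 0.0977%. In the library in which CHIA was abundant, BPIFB1 had the highest FPKM, followed by pepsin A. The gastric gene list, which includes CHIA, had a median FPKM of 1073 there. The gene with the next highest FPKM in the amino sugar pathway was CYB5R3 (gene23847), with 65.1 in the small intestine, 255 in the salivary gland and 35.8 in the liver library.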

The chitin-degrading enzyme acidic mammalian chitinase (CHIA), which is involved in the degradation of the chitin in the insect cuticle and the peritrophic membrane of the dietary ant, was found in the amino sugar and nucleotide sugar metabolism pathway (KEGG: 00520), thus suggesting that this pathway may be directly involved in ant digestion by *M. javanica* (Fig. 1B).

### Lipid metabolism

Glycerophospholipid metabolism (100 transcripts), arachidonic acid metabolism (76 transcripts), steroid hormone biosynthesis (68 transcripts), and sphingolipid metabolism (55 transcripts) were at the top of the lipid metabolism list; in contrast, fatty acid biosynthesis (55 transcripts) was at the bottom. 

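Alpha-linolenic acid metabolism held 22 genes in the expression tables, with an FPKM above 1 for 14 in the small intestine, 9 in the salivary gland and 10 in the liver library. The biosynthesis of unsaturated fatty acids held 22 genes in the expression tables, with an FPKM above 1 for 17 in the small intestine, 15 in the salivary gland and 18 in the liver library. For linoleic acid metabolism, whose genes were found through KO numbers, 34 genes were in the expression tables, and an FPKM above 1 was found for 10, 5 and 19 of them in the same order of libraries. PLA2G1B (gene9483), a phospholipase A2 in the first and the last of these pathways, had an FPKM of 457 in the small intestine, 0.513 in the salivary gland and 0 in the liver library. In the liver library ELOVL5 (gene6382), ELOVL2 by its NR entry, had an FPKM of 119.9, TECR (gene6084) 76.6 and CYP2J1 (gene26731) 147. For arachidonic acid metabolism the copy of File S4 used here holds 22 of 76 genes.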

We identified transcripts from several pathways in unsaturated fatty acid metabolism, including arachidonic acid metabolism (76 transcripts), linoleic acid metabolism (36 transcripts), alpha-linolenic acid metabolism pathways (23 transcripts), and the biosynthesis of unsaturated fatty acids (23 transcripts) (Fig. 1C).

### Amino acid metabolism

Lysine degradation (66 transcripts), valine, leucine and isoleucine degradation (65 transcripts), arginine and proline metabolism (64 transcripts), and tryptophan metabolism (35 transcripts) were at the top of the amino acid metabolic lists. The biosynthesis pathways of some amino acids, such as phenylalanine, tyrosine, and tryptophan (6 transcripts); valine, leucine and isoleucine (5 transcripts); and lysine (2 transcripts) were at the bottom (Fig. 1D). 

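Of the 6 genes of phenylalanine, tyrosine and tryptophan biosynthesis, all 6 had an FPKM above 1 in the liver library, 5 in the small intestine library and 3 in the salivary gland library. TAT (gene21751) led them with an FPKM of 4316 in the liver library, 0 in the small intestine library and 0.177 in the salivary gland library. For valine, leucine and isoleucine biosynthesis, 1, 2 and 3 of 5 genes passed in the small intestine, salivary gland and liver libraries. The leading genes, both annotated SDS (gene24375 and gene24376), had an FPKM of 666 and 97.6 in the liver library. Both genes listed for lysine biosynthesis passed in each library. ALDH7A1 (gene13325) had an FPKM of 21.2 in the small intestine, 26.9 in the salivary gland and 32.6 in the liver library. AADAT (gene15925) had 6.95 in the small intestine, 8.98 in the salivary gland and 11.7 in the liver library. TAT is also listed for tyrosine metabolism and SDS (gene24375) for glycine, serine and threonine metabolism. Expression of a listed gene therefore does not show that these amino acids are made.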

None of the transcripts were found to be involved in arginine biosynthesis.

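None of the 290 pathways in File S4 is named arginine biosynthesis, while the annotation lists enzymes of arginine synthesis under KO numbers that other pathways hold. Argininosuccinate synthase (ASS1, K01940) is listed for gene6509, with an FPKM of 7.41 in the small intestine library, 0.224 in the salivary gland library and 1219 in the liver library, and for gene11006, with 7.57 in the small intestine library, 0.529 in the salivary gland library and 1856 in the liver library. Reads of these copies could have been split between them in the counting. Argininosuccinate lyase (ASL, gene13637) had an FPKM of 23.0 in the small intestine library, 31.4 in the salivary gland library and 45.9 in the liver library. Carbamoyl-phosphate synthase (K01948, gene8833) had an FPKM of 311 in the liver library, with 0 reads in the small intestine and 4 in the salivary gland library. Ornithine carbamoyltransferase (OTC, gene11511) had 16 reads in the liver library, an FPKM of 0.322, and none in the others. These genes were chosen by KO number after the paper's statement had been read.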

### Cofactors and vitamin metabolism and terpenoid and polyketide metabolism

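For porphyrin and chlorophyll metabolism, 46 genes were found through KO numbers, and 25 had an FPKM above 1 in the small intestine, 26 in the salivary gland and 40 in the liver library. CP (gene20127) led with 353 in the liver library, followed by UGT2B31. Nicotinate and nicotinamide metabolism, also found through KO numbers, had 27, 25 and 24 of 36 genes above 1 in the same order, led by NNMT (gene13519) with 1848 and NAMPT (gene1845) with 152 in the liver library. Pantothenate and CoA biosynthesis had 20, 18 and 26 of 31 genes above 1, led by COASY (gene23590) with 72.7 in the liver library and BCAT2 (gene11854) with 41.2 in the salivary gland library. For retinol metabolism the copy of File S4 used here holds 20 of 65 genes.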

Retinol metabolism (65 transcripts), porphyrin and chlorophyll metabolism (46 transcripts), nicotinate and nicotinamide metabolism (36 transcripts), and pantothenate and CoA biosynthesis (31 transcripts) were at the top of the cofactors and vitamin metabolism lists. 

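The 27 genes of terpenoid backbone biosynthesis were all in the expression tables. An FPKM above 1 was found for 23 of them in the small intestine, 22 in the salivary gland and 22 in the liver library, and for 22 in all 3. Their median FPKM was 9.16, 11.3 and 9.32, respectively. The highest FPKM belonged to ACAT1 (gene25808), with 80.1 in the small intestine, 82.0 in the salivary gland and 235 in the liver library. Manis_javanica_newGene_13402, also annotated ACAT1, followed with 20.0 in the small intestine, 18.1 in the salivary gland and 77.7 in the liver library.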

There was only one list relating to terpenoids and polyketides; terpenoid backbone biosynthesis (27 transcripts) (Figs. 1E and 2).

**Figure 2:**
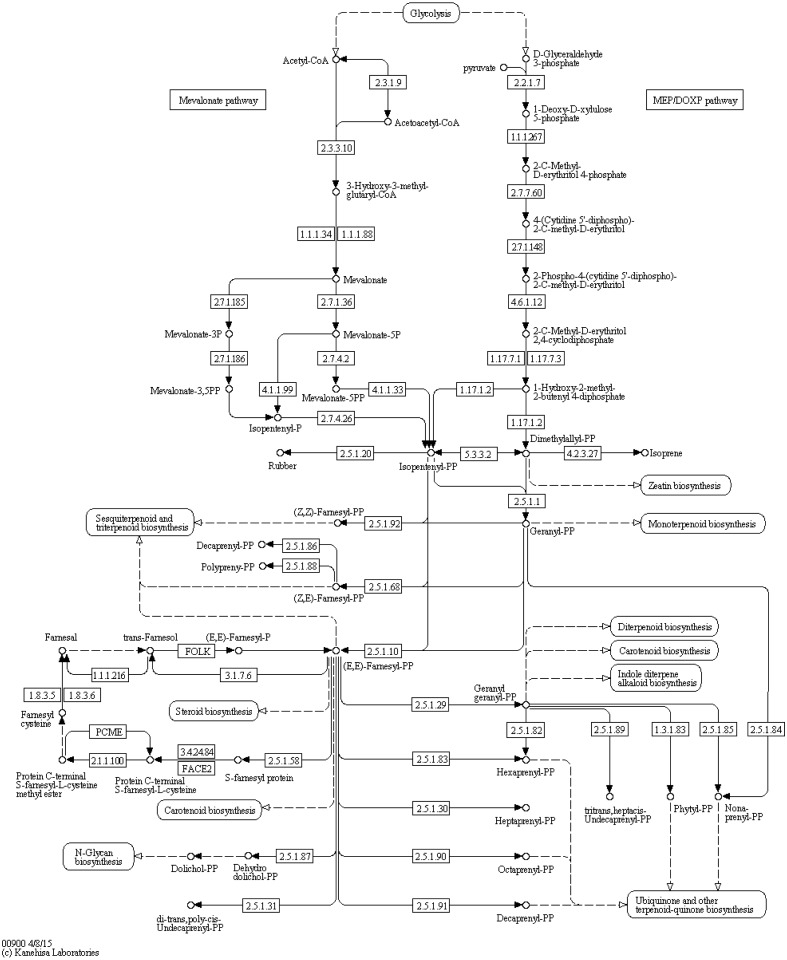
Terpenoid backbone biosynthesis (KEGG map 00900).

### Annotation of the new transcripts

On the basis of the genome sequences of *M. javanica*, Cufflinks software was used to join the mapped reads, to compare them with the annotated information for the original genome, and to search for the gapped sequences, which were not annotated. A total of 3,373 new transcripts were discovered (File S5), of which 1,459 transcripts were annotated on the basis of the COG, GO, KEGG, KOG, Swiss-Prot, TrEMBL and NR databases using BLAST (Table S2 and File S6).

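Of the 3373 new genes, 1594 had an FPKM above 1 in the small intestine, 1693 in the salivary gland and 1808 in the liver library. 2560 (75.9%) passed in at least 1 library and 1005 in all 3, while 167 had no read in any. Raising the threshold to an FPKM of 5, the alternative that moved these counts most, left 1069 new genes in at least 1 library. Among the 1459 annotated new genes 1253 passed in at least 1 library, and among the 1914 without annotation 1307. The new genes held 4.25% of the FPKM in the small intestine library, 21.6% in the salivary gland library and 4.70% in the liver library. The value for the salivary glands includes 13.4% from Manis_javanica_newGene_4003 alone.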

In the Gene Ontology analysis, 75 new transcripts were involved in 22 metabolic categories. 

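Manis_javanica_newGene_958, annotated as inositol-trisphosphate 3-kinase A, lies on scaffold NW_016528671.1 from base 64025 to 70851. Its FPKM was 6.07 in the small intestine library and 0.105 in the salivary gland library, from 48 and 1 reads, and it had no read in the liver library. Manis_javanica_newGene_12722, annotated as a cytochrome P450 of family 2, lies on scaffold NW_016591667.1 from base 2383 to 5767. Its FPKM was 0.161 in the small intestine library, 0.345 in the salivary gland library and 26.9 in the liver library, from 5, 9 and 1102 reads. The annotation lists the inositol term for 3 genes and the linoleic acid term for 4, 1 of each being a new gene.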

Some of the new genes were involved in inositol metabolism (GO: 0006020; e.g., Manis_javanica_newGene_958), and some were involved in the linoleic acid metabolism (GO: 0043651; e.g., Manis_javanica_newGene_12722). For KEGG, 114 new genes were related to metabolic function, including lipid metabolism (41 transcripts), carbohydrate metabolism (24 transcripts), cofactor and vitamin metabolism (22 transcripts), and amino acid metabolism (20 transcripts) (Fig. S7).

**Table 3:** Summary of genes related to the diet of the Malayan pangolin (*Manis javanica*).

Type	Gene name
Opsin	GRK1, OPN1SW, OPN1LW, OPN4, PDE6D, PDE6G, PDE6H, RHO
Taste	TAS1R2, TAS1R3, TAS2R1, TAS2R4, TAS2R7, TAS2R10, TAS2R30, TAS2R38, TAS2R40
Olfactory	CNGA2, DTMT, OLF1, OLF2, OLF3, OLF4, OR1A1, OR1D2, OR1E1, OR1E2, OR1E5, OR1G1, OR3A1, OR3A2, OR3A3
Carbohydrases	AGL, AMY2, CHIA, CHI3L1, CHID1, GAA, GANAB, GANC, GBA3, GLB1, GLB1L, PRKCSH, SI
Lipases	ABHD6, ABHD12, CEL, CLPS, DDHD1, GPLD1, Group XV phospholipase A2, LIPA, LIPC, LIPE, LIPF, LIPH, LMF1, LMF2, LPL, LYPLAL1, NAPEPLD, PLA1A, PLA2G1B, PLA2G2A, PLA2G3, PLA2G4A, PLA2R1, PLB1, PLBD1, PLBD2, PLD3, PNLIP, PNLIPRP1, PNLIPRP2, PNPLA2, PNPLA8
Protease	Anionic trypsin, ANPEP, Cationic trypsin, CELA1, Chymotrypsin A chain C, CTRB1, CTRC, DPP6, DNPEP, ENPEP, ERAP2, LAP3, METAP1, METAP2, NPEPL1, PGC, PRSS12, Trypsin, XPNPEP1, XPNPEP2, XPNPEP3
Transporters	SLC1A1, SLC1A3, SLC1A6, SLC1A4, SLC1A5, SLC7A8, SLC43A2, SLC6A15, SLC6A17, SLC6A19, SLC38A1, SLC38A2, SLC38A4, SLC38A5, SLC38A7, SLC38A10, SLC38A11, SLC7A2, SLC7A14, SLC7A11, SLC25A29, SLC2A1, SLC2A2, SLC2A3, SLC2A4, SLC2A5, SLC2A8, SLC2A9, SLC2A12, SLC35A4, SLC35A5, SLC50A1, SLC35A3, SLC35B4, SLC35D2, CLCN3, CLCN5, CLCN7, MFSD5, MAGT1, MMGT1, MRS2, NIPA2, NIPAL1, Sodium-independent sulfate anion transporter, SLC4A4, SLC20A1, SLC20A2, SLCO1C1, SLCO3A1, SLCO4C1, LMBRD1, SLC5A6, SLC19A3, SLC25A32, SLC52A2, SLC52A3, SLC5A1, SLC5A4, SLC5A10, SLC5A2, SLC28A1, SLC5A3, APOA1, APOA2, APOB, Apolipoprotein A-IV, APOC2, APOC3, APOC4, APOD, APOE, APOM, APOO, SLC6A2, SLC6A3, SLC6A4, SLC6A8, SLC6A9, SLC6A12, SLC6A13, SLC10A2, SLC5A12, SLC16A1, SLC16A9, SLC16A13, SLC17A6, SLC17A7, SLC26A2, SLC29A3, SLC44A2, SLC44A3, SLC44A4, SLC44A5, SLC45A2, SLC46A2

### Gene expression repertoire

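Of the gene symbols in Table 3, 187 were searched and 180 found in the annotation, for 698 genes in the expression tables. A symbol often stood for several genes, and it was counted in a library where its highest gene there had an FPKM above 1. Of 8 symbols for vision, 1 had an FPKM above 1 in at least 1 library, PDE6D (gene19178), with 6.197 in the small intestine, 14.3 in the salivary gland and 5.99 in the liver library. Of 9 symbols for taste, 1 passed, TAS1R3. Its gene7286 had 8.90, 1.40 and 0.660 in the same order, with an NR entry naming a subunit of the GABA type B receptor, and its gene1814 4.19, 3.01 and 3.96, with an NR entry naming a hypothetical protein. The 10 genes of these symbols with an NR entry naming a taste receptor had an FPKM of at most 0.257 in any library. With a threshold of 0.5, the alternative that moved these counts most, 2 symbols for vision passed.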

Distributions of potential transcripts related to feeding among the three tissue libraries are shown in Table 3, Table S3 and File S7, including the 997 transcripts related to sensory perception. Of these transcripts, 972 were related to olfaction, and 11 and 14 transcripts were related to vision and taste, respectively. 

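Of the olfactory symbols in Table 3, 10 of 15 were found, and 4 had an FPKM above 1, each in the liver library alone. The leading symbols there, OR1G1 and OR3A3, belonged to gene25231 and gene7387.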

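All 13 carbohydrase symbols of Table 3 had an FPKM above 1 in at least 1 library and 10 in all 3. The symbol SI passed through gene10946, with 114 in the liver library and an NR entry naming a maltase-glucoamylase. The gene with an NR entry naming sucrase-isomaltase, gene7608, had at most 0.0421 in any library. Of 31 lipase symbols, 26 passed in at least 1 library, 22 in the small intestine, 21 in the salivary gland and 20 in the liver library. PLA2G1B and PLD3 (gene15967) had the highest FPKM in any library, the latter with 200.4 in the salivary gland library. Of 16 protease symbols, 13 passed in at least 1 library. PGC (gene7091), gastricsin, had an FPKM of 9427 in the small intestine library, and LAP3 (gene11725) 273 in the liver library. The salivary gland FPKM of PGC, 6.48, is of the size found there for other genes abundant in the small intestine library only.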

A total of 133 transcripts were related to digestive enzyme gene families; 70 of these transcripts were related to lipid degradation, and 39 and 20 were related to the degradation of proteins and carbohydrates, respectively. These genes were considered to be involved in the profile of food choice, digestion and absorption, which might serve as a molecular mechanism in myrmecophagy. Among these transcripts, acidic mammalian chitinase (*CHIA*), chitinase-3-like protein 1 (*CHI3L1*), and chitinase domain-containing protein 1 (*CHID1*) were related to chitin degradation. 

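CHI3L1 (gene13099) lies on scaffold NW_016536645.1 from base 46132 to 53063 and had an FPKM of 1.74 in the small intestine library, 226 in the salivary gland library and 0.731 in the liver library. The counts were 24, 4407 and 23. CHID1 (gene19445), on scaffold NW_016545355.1 from base 267820 to 294335, had an FPKM of 30.7 in the small intestine library, 35.5 in the salivary gland library and 24.4 in the liver library. Another gene on the scaffold of CHI3L1, gene13097, carries the symbol CHIA from Swiss-Prot but has an NR entry naming chitotriosidase. Its FPKM was 3.30, 0.782 and 2.90 in the same order. Paralogs such as these can share reads in the authors' counting.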

A total of 199 transcripts were related to molecular transporters, including sugar transporters, amino acid transporters, apolipoprotein transporters, cationic/anion transporters, vitamin transporters, cotransporters and others; among these, the UDP-N-acetylglucosamine transporter (*SLC35A3*, *SLC35B4*, and *SLC35D2*) was related to the decomposer absorption of the chitin unit N-acetylglucosamine.

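SLC35A3 (gene15115) lies on scaffold NW_016538779.1 from base 1363 to 30785 and had an FPKM of 8.09 in the small intestine library, 7.93 in the salivary gland library and 12.8 in the liver library. SLC35B4 (gene11237), on scaffold NW_016534945.1 from base 40603 to 73855, had 1.05 in the small intestine library, 0.904 in the salivary gland library and 4.40 in the liver library. SLC35D2 was the symbol of 3 genes, of which gene4790 had an FPKM of 6.85 in the small intestine library, 2.23 in the salivary gland library and 5.20 in the liver library. The second, gene11514, had 1.71, 1.48 and 2.33, and gene24280 had no read in any library. Of 93 transporter symbols of Table 3 found, 73 had an FPKM above 1 in at least 1 library and 50 in all 3. The highest values were those of APOE (gene15152), 3937, and SLC7A2 (gene5457), 605, both in the liver library.

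**Figure D1:**
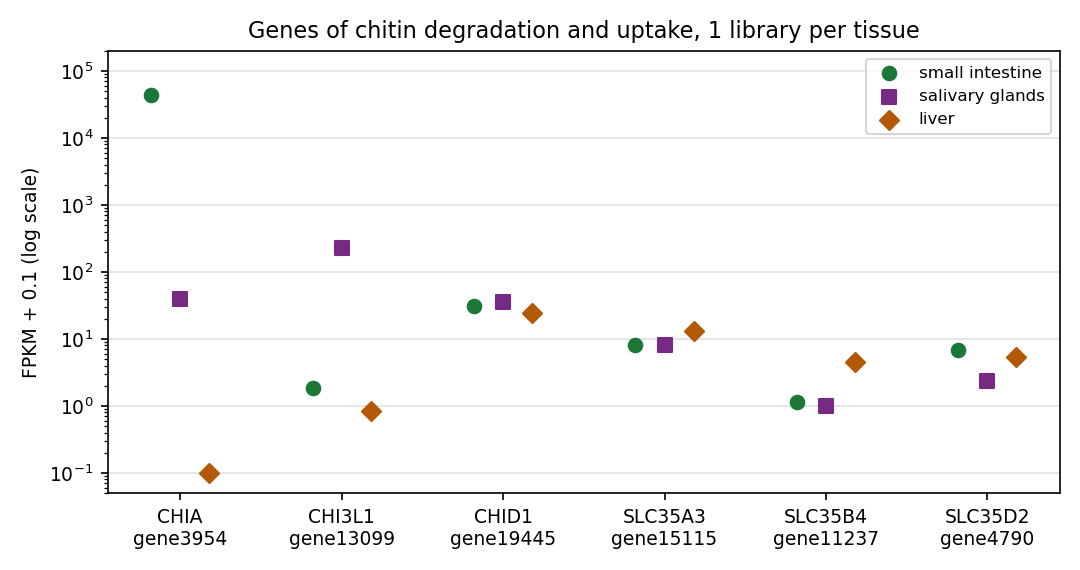
FPKM plus 0.1 on a log scale for CHIA, CHI3L1, CHID1, SLC35A3, SLC35B4 and SLC35D2 (the gene with the highest FPKM), 1 point per library. CHIA was highest in the small intestine library, with 43108, and CHI3L1 in the salivary gland library, with 226.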

**Figure 3:**
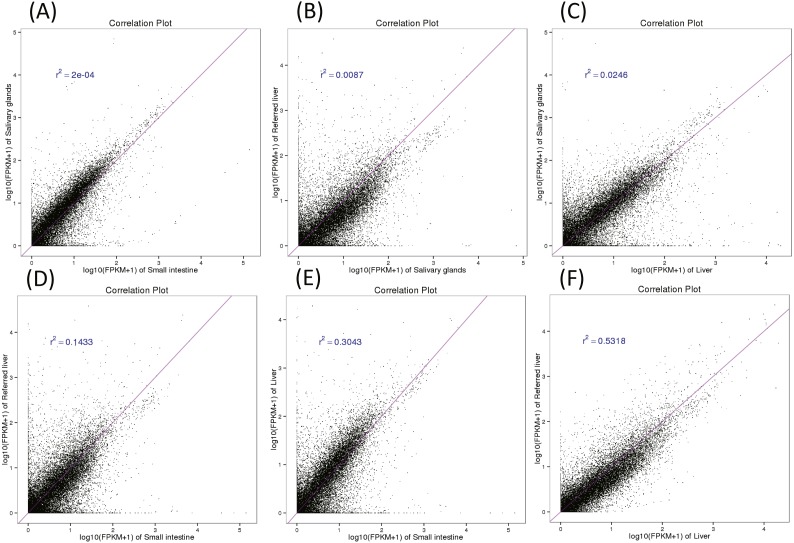
Pairwise correlation between organs (A–F).

### Pairwise comparisons of different transcriptomic profiles

To examine the similarity among organ transcriptomes, we performed statistical correlation analysis for each pair of organs using log10 (FPKM + 1) transformation to normalize the plots (Fig. 3). 

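R2 was computed across the 24220 genes listed for all 3 libraries, from log10 (FPKM + 1). Genes are not independent replicates, so no p-value is given. R2 was 0.766 between the small intestine and salivary gland libraries, 0.611 between the small intestine and liver libraries and 0.648 between the salivary gland and liver libraries. With FPKM left untransformed, R2 was 0.00114, 0.00600 and 0.0117 in the same order.

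**Figure D2:**
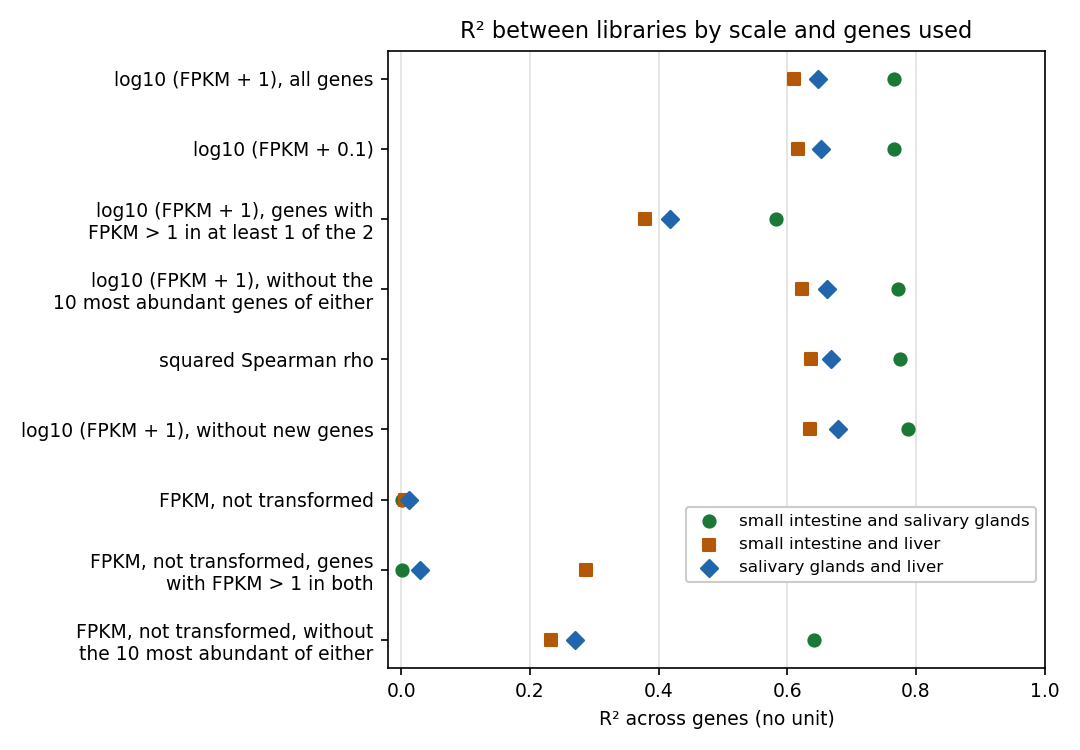
R2 across genes for each pair of libraries, by the scale of FPKM and the genes used, with 1 point per pair. On every log10 scale the pair of small intestine and salivary glands had the highest R2, 0.766 with all genes, and on untransformed FPKM of all genes the lowest, 0.00114.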

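For the liver and small intestine of the same animal, R2 was 0.378 over genes with an FPKM above 1 in at least 1 of the 2 libraries, the lowest value on the log10 scale. Spearman's rho of FPKM across all genes was 0.798. On untransformed FPKM, R2 was 0.287 over genes with an FPKM above 1 in both libraries, an alternative chosen after seeing the data.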

Our data showed that two liver transcriptome expression profiles were the most similar (*R*^2^ = 0.53), followed by those of the liver and small intestine (*R*^2^ = 0.30). 

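For the salivary glands and small intestine, Spearman's rho of FPKM across all genes was 0.881, the highest of the 3 pairs. Over genes with an FPKM above 1 in at least 1 of the 2 libraries, R2 on the log10 scale was 0.582. Without the 10 most abundant genes of either library, R2 was 0.772 on the log10 scale and 0.641 on untransformed FPKM, the latter an alternative chosen after seeing the data.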

The salivary glands and small intestine had the least similar transcriptomic profiles (*R*^2^ = 2e^−0.4^). The low correlation between the liver transcriptomes found in our study and that of Yusoff et al. (2016) may reflect the varying complexity between the same organs in different individuals, possibly because one of the two specimens was pregnant. The differences between each pair of compared organs reflect the different digestive functions of the three organs.

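For the salivary gland and liver libraries, R2 was 0.418 over genes with an FPKM above 1 in at least 1 of the 2, and Spearman's rho across all genes was 0.817. The paper attributes the differences between organs to their different digestive functions.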

A total of 11,055 transcripts were expressed (FPKM >1.0) in all three tissues; of these, 3,947 were annotated in KEGG. 

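An FPKM above 1 was found for 14392 genes in the small intestine, 13631 in the salivary gland and 13810 in the liver library. 11359 genes (46.9%) passed in all 3 libraries, and 16790 in at least 1. Of the genes in all 3, 7175 had a KEGG entry in the annotation. The threshold moved these counts most, since with an FPKM above 5 there were 6456 genes in all 3 libraries, 4399 of them with a KEGG entry.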

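Fig. 4 names 42 pathways, and 22 of them have a whole gene list in the copy of File S4 used here. Those 22 hold 384 genes in the expression tables, of which 226 (58.9%) had an FPKM above 1 in all 3 libraries. By nutrient, these were 68.2% of 198 genes for carbohydrates, 68 of 118 for lipids and 44 of 98 for amino acids. With the genes of 33 pathways, some found through KO numbers, they were 189 of 274, 57.0% of 237 and 104 of 198. With FPKM above 5, the alternative that moved the count over whole lists most, 155 genes passed in all 3 libraries. By nutrient these were 97 for carbohydrates, 47 for lipids and 25 for amino acids. In the liver library 291 genes of the whole lists passed, against 263 in the small intestine and 245 in the salivary gland library.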

Several transcripts were enriched in lipid metabolism (214 transcripts), carbohydrate metabolism (240 transcripts), and amino acid metabolism (188 transcripts) (Fig. 4). Other transcripts near the top of the metabolic lists included glycerophospholipid metabolism (62 transcripts); valine, leucine and isoleucine degradation (53 transcripts); lysine degradation (49 transcripts); and inositol phosphate metabolism (45 transcripts). 

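AADAT and ALDH7A1, the genes listed for lysine biosynthesis, had an FPKM above 1 in all 3 libraries, which does not show that lysine is made. For valine, leucine and isoleucine biosynthesis, 1 of 5 genes passed in all 3 libraries and 2 passed in none.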

The biosynthesis pathways of valine, leucine, and isoleucine (one transcript) and lysine (two transcripts) were less commonly represented.

**Figure 4:**
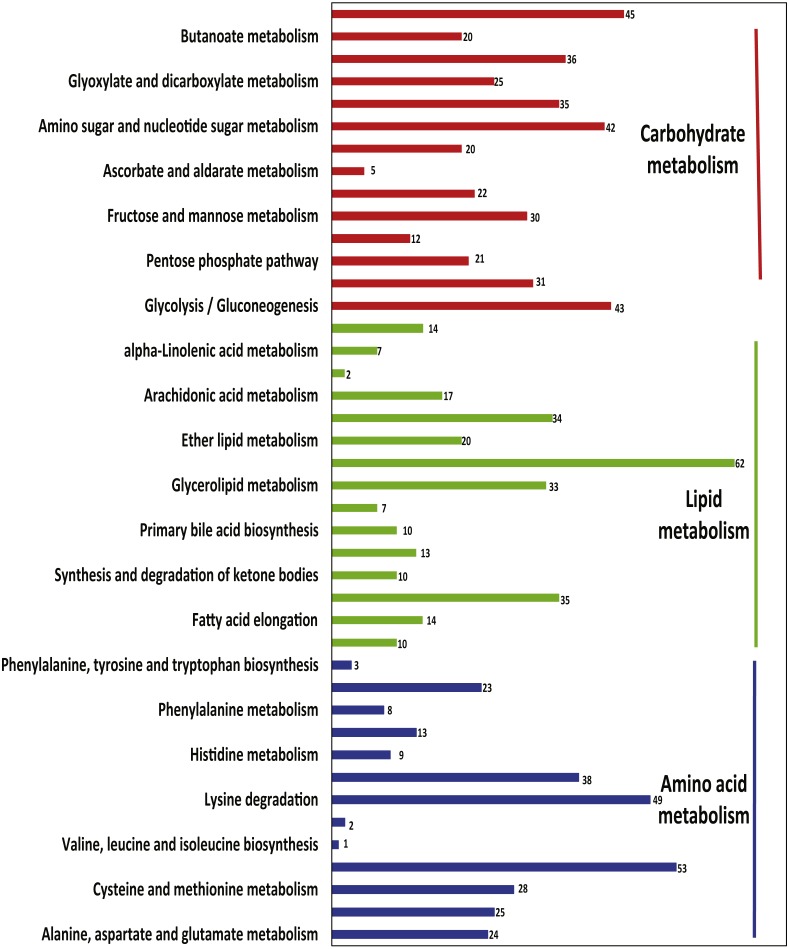
The transcripts related to metabolic pathways expressed in all three tissues. The *x*-axis shows the number of transcripts with the KEGG function class, which was shown above the column, and the *y*-axis shows the KEGG function classes.

Differentially expressed genes were identified among systems in the metabolic pathways of sugars, lipids, and amino acids. 

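Counts of 2 libraries at a time were scaled by edgeR's TMM factors and compared by the MA-plot method with random sampling that DEGseq uses, with the authors' thresholds, a Storey q-value under 0.005 and an absolute log2 fold change of at least 1. This test compares 2 libraries, not 2 tissues. Over all genes, 8196 of 20662 genes with reads were called between the small intestine and liver libraries, 7873 of 20404 between the salivary gland and liver libraries and 5626 of 20140 between the small intestine and salivary gland libraries. The alternative that moved these counts most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, which called 2074, 1851 and 780 genes. Between the small intestine and salivary gland libraries, 3177 of the called genes (56.5%) were higher in the small intestine library, a split that became 2347 of 6781 (34.6%) with library size as the only scaling.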

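Of the genes in the 22 pathways of Fig. 4 with whole gene lists, 192 of 363 genes with reads were called between the small intestine and liver libraries, 131 of them higher in the liver library. Between the salivary gland and small intestine libraries 109 of 335 were called, and between the salivary gland and liver libraries 179 (51.3%). With the genes of 33 pathways, some found through KO numbers, the counts were 323, 180 and 300, in the same order, an alternative chosen after seeing the data. edgeR's exact test with a coefficient of variation of 0.4 called 64, 13 and 68 genes of the whole lists. Of the 22 pathways, 20 had more calls between the small intestine and liver libraries than between the small intestine and salivary gland libraries.

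**Figure D3:**
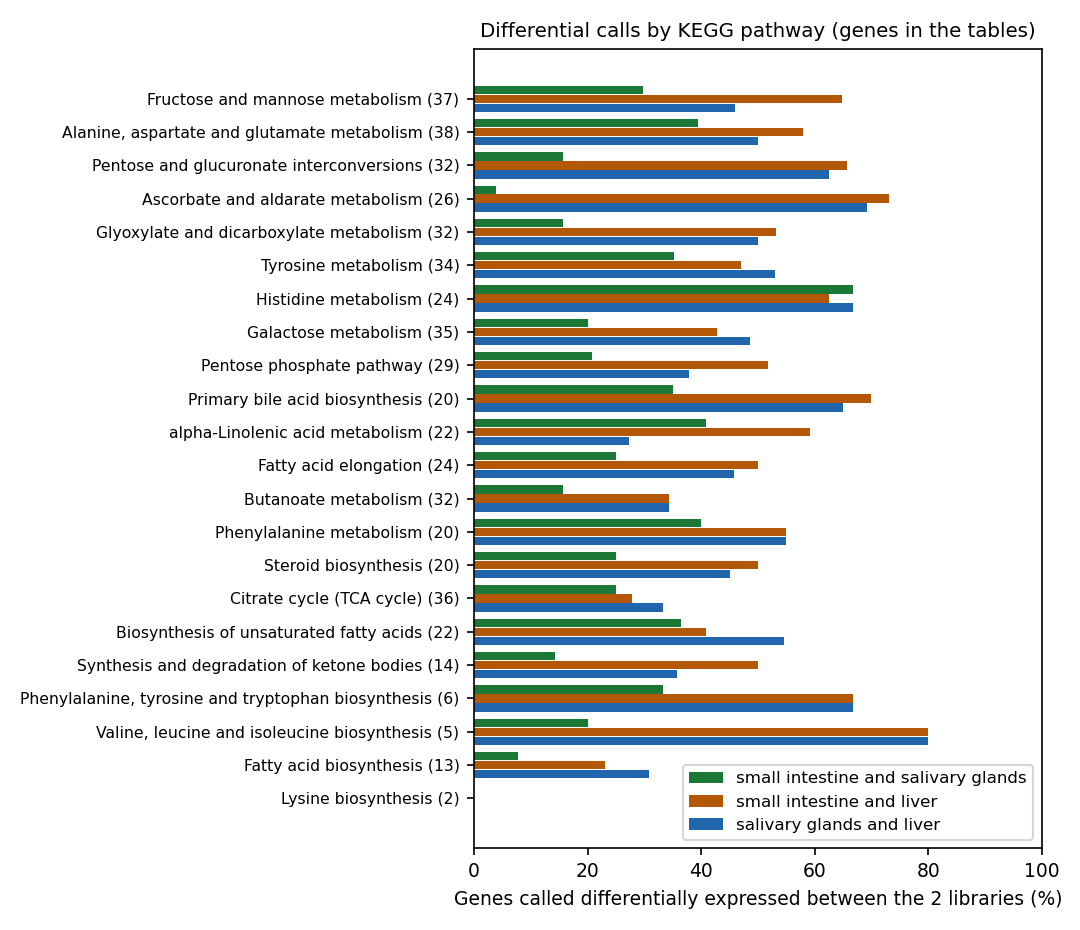
Percent of the genes of each KEGG pathway with a whole gene list that were called between 2 libraries, 1 bar per pair of libraries, with the number of genes in the expression tables in brackets. The pair of small intestine and liver had more calls than the pair of small intestine and salivary glands in 20 of 22 pathways.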

A total of 382 transcripts were differentially expressed between the small intestine and liver; this value compares with 258 transcripts that were differentially expressed between the salivary glands and small intestine. 

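For starch and sucrose metabolism, 31 of 57 genes found through KO numbers were called between the small intestine and liver libraries, 6 of them higher in the small intestine library. Under the alternatives the count lay between 17, with edgeR's exact test, and 33, with library size as the only scaling. For arginine and proline metabolism the copy of File S4 used here holds 41 of 64 genes, so no count is given.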

Twenty-three and 27 genes differed between the small intestine and liver for starch and sucrose metabolism and arginine and proline metabolism, respectively, and 31 genes for steroid hormone biosynthesis differed between the liver and the referred liver from (Yusoff et al., 2016) (Fig. S8).

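Among the 3 libraries used here, 1161 genes had an FPKM above 1 in the small intestine library and at most 1 in the other 2, 689 in the salivary gland library and 1256 in the liver library. The alternative that moved these counts most, an FPKM of 0 in the other 2 libraries, left 164, 98 and 319 genes. Of the genes specific in this sense, 25, 5 and 76 were in the 33 pathways of Fig. 4 whose genes could be listed. The referred liver library was not used here, and a gene counted for the liver library was not checked against it.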

Several transcripts were specifically expressed in a single sample, including 21 transcripts in the small intestine that were involved in 19 pathways, five transcripts in the liver that were involved in 11 pathways, 36 transcripts in the referred liver that were involved in 27 pathways, and six transcripts in the salivary glands that were involved in 10 pathways (Table S4). 

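PLA2G1B (gene9483), in lipid pathways of the small intestine, had 1422 reads there, 3 in the salivary gland and 0 in the liver library. ENPP3 (gene19654) had an FPKM of 41.2 in the small intestine library, 0.244 in the salivary gland library and 0.507 in the liver library. The gene of an arachidonate 12-lipoxygenase, gene21148, had 14.2, 0.183 and 0.0718 in the same order. PLA2G4A was the symbol of 4 genes, of which gene22988 and gene22990 had an FPKM of 2.60 and 3.74 in the small intestine library and at most 0.106 in the others.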

The highest number of specific transcripts was eight, and these transcripts were involved in the arachidonic acid metabolism in the liver reported in the previous study (Yusoff et al., 2016); six transcripts were involved in glycerophospholipid metabolism, in either lipid metabolism or arachidonic acid metabolism of the small intestine (Fig. 5).

**Figure 5:**
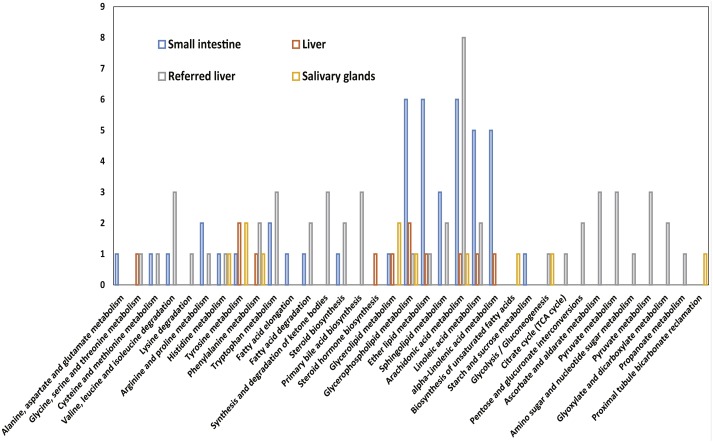
The numbers of transcripts related to metabolic pathways that are specifically expressed in the salivary glands, liver, and small intestine of adult female Malayan pangolin (*Manis javanica*). The *x*-axis shows the KEGG function classes, and the *y*-axis shows the number of transcripts with the corresponding KEGG function class.

## Discussion and Conclusion

Based on these results, a total of 3,373 new genes were discovered in the transcriptomic datasets, of which 1,459 were annotated, and 75 new genes were involved in metabolism. The new genes provide new information for studying the myrmecophagous mechanisms of pangolins. A large number of genes were expressed in all three tissues, and several specific genes in the three systems played different roles in the metabolism of sugars, lipids, and amino acids. 

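For the genes of the 22 pathways with whole lists, 32.5% of those with reads were called between the small intestine and salivary gland libraries, against 52.9% between the small intestine and liver libraries. Over all genes the shares were 27.9% and 39.7%. The small intestine and salivary gland libraries also had the smaller share under each alternative that was run. In the library labelled small intestine, stomach genes found by NR name had a median FPKM of 51.05 and intestine genes 0.0796. These shares may therefore not describe small intestine.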

The digestive functions of the small intestine and salivary glands were similar in comparison with the differences between the small intestine and liver. The functions of the livers from the two different individuals differed in lipid metabolism pathways, suggesting that the ratio of lipid in the feed might be changed appropriately during pregnancy. Pangolin scales are considered an effective Chinese medicine and are thought to promote blood circulation, accelerate milk secretion, detumescence and apocenosis (Hua et al., 2015). The scales are helpful for the treatment of such human diseases. Interestingly, our results indicated that several KEGG pathways were related to human diseases, possibly indicating the mechanisms by which pangolin scales act on human diseases. However, further data are needed to elucidate the underlying mechanisms.

Ants are a protein-rich food (Tomotake, Katagiri & Yamato, 2010). They contain more than 50% crude protein, according to a nutritional value evaluation, and contain more than 20 amino acids; various microelements; special chemicals, such as formic acid and herbaceous acetaldehyde, which are triterpenoid compounds, and several vitamins (Pattarayingsakul et al., 2017). Many pangolin genes are likely to be involved in the digestion of these materials because 27 of the transcripts related to the terpenoid backbone biosynthesis, and this might be one of the biological basis for their adaptions to myrmecophagy. However, no genes were found to participate in the arginine synthesis pathway according to the KEGG analysis, and only two transcripts were involved in lysine synthesis. We did find a few transcripts encoding proteins that are necessary for the biosynthesis of amino acids that are essential in humans, such as lysine, valine, leucine, isoleucine, phenylalanine, and tryptophan (Galili, Amir & Fernie, 2016; Zhenyukh et al., 2017). These results suggest that *M. javanica* might have at least a limited ability to synthesize those amino acids and that arginine might be the first limiting amino acid. Therefore, it might not be necessary to add the amino acids that pangolins have the potential to synthesis to manufactured feed.. However, the regulation of the relevant transcripts is not fully characterized and the ability of pangolins to flourish without those amino acids is unclear. This issue needs further research, which might be very useful for theoretical and practical purposes.

In our *M. javanica* transcriptomic analysis, the same enriched GO terms were found to be enriched in biological processes in response to a stimulus as those found by Yusoff et al. (2016), indicating that the *M. javanica* transcripts may be actively involved in stimulus or stress responses. However, several GO terms involving biological processes were found to be enriched in our study, including metabolic and developmental processes that might be involved in food digestion and absorption. Regarding molecular functions, receptor activity was similarly well enriched. In the previous study, the other main GO term found was cytoskeletal protein binding, and this likely required the evolution of a sophisticated musculoskeletal system or the formation of pangolin scales, which are made of keratin (Yusoff et al., 2016). In our study, some enriched GO terms were also related to metabolism, including catalytic activity, molecular transducer activity and transporter activity. The observed differences might be related to the different tissues used to obtain the transcriptome data.

Chitin, one of the main components of the epidermis of ants and termites, comprises of N-acetyl-D-glucosamines (GluNAc) connected by a β-1, 4 glycosidic bond. Chitin can be digested only with chitinase and acidic mammalian chitinase (*AMCase*); *AMCase* is widely found in the digestive organs of animals (Eurich et al., 2009; Krykbaev et al., 2010; Strobel et al., 2013). The origin of the digestive processes might be closely related to the activity of *AMCase*, which determines the beginning of chitin. The transporter genes of UDP-N-acetyl glucosamine (*SLC35A3*, *SLC35B4*, and *SLC35D2*) might be directly related to the absorption of carbohydrate units during chitin metabolism (Gerardy-Schahn, Oelmann & Bakker, 2001). Therefore, chitin could be added to the formulated diets to aid in the digestion and absorption of nutrients. This suggestion is consistent with the referenced formulas mentioned in Vijayan, Yeong & Ling (2009).

Molecular adaptations consistent with the diet have also been shown in other studies. The tiger genome is particularly enriched in olfactory receptor activity, the G-protein-coupled receptor signaling pathway, signal transducer activity, amino-acid transport and protein metabolism. These markers of amino-acid metabolism have been associated with an obligatory carnivorous diet (Cho et al., 2013). We also found highly enriched transcripts for olfactory receptor activity in *M. javanica*. In red panda, regarding gene ontology and KEGG enriched analyses, significant terms and pathways were involved in limb development and nutrient utilization, including appendage and limb development, cilium assembly, protein digestion and absorption, and retinol metabolism; these pathways might be related to their bamboo diet (Hu et al., 2017). In the panda, loss-of-function is observed for *TAS1R1*, and this might prevent the panda from expressing a functional umami taste receptor, thus partly explaining why the panda diet is primarily herbivorous despite its taxonomic classification as a carnivore (Li et al., 2010). The polar bear is adapted to cope with a diet rich in fatty acids. Gene Ontology analysis for putative genes under positive selection in the polar bear lineage has shown that genes associated with adipose tissue development are enriched, reflecting the crucial role that lipids play in the ecology and life history of polar bears (Liu et al., 2014). However, transcripts involved in lipid metabolism were enriched in *M. javanica*, a finding that is generally consistent with the Gene Ontology analysis of the polar bear genome, while the markers of amino-acid metabolism are apparently associated with the diet in pandas and tigers.

Malayan pangolins are endangered mammals for which captive breeding provides an opportunity to study the molecular mechanisms of myrmecophagy. Our *M. javanica* transcriptomic datasets of the three representative tissues present the first attempt at uncovering the mysteries of the genetic mechanisms of digestion and reproduction in this rare and unique mammal. Here, the transcriptome sequencing of digestive organs was performed to observe the metabolic pathways and functional genes related to myrmecophagy in an attempt to understand the molecular mechanisms involved. The results may provide an important theoretical basis for the successful captive breeding of this species. The transcriptomic data for the three organs were obtained with a high degree of confidence, and the transcripts were well annotated, thus providing a genomic and molecular basis for future study of this lesser-known mammalian species. However, the experimental design was constrained by the availability of samples, thus, further studies with more biological replicates are warranted. Other major organs involved in digestion (such as tongue, stomach, and pancreas) should be examined in further study, and these pangolin-specific genes may also be required to understand the unique traits or adaptations of pangolins (as compared to other mammals). Together, these results might shed light on the special diet of *M. javanica*.

##  Supplemental Information

10.7717/peerj.4140/supp-1 File S1 Transcripts functional annotation Click here for additional data file.

10.7717/peerj.4140/supp-2 File S2 Transcripts involved in the transport and metabolism of the three major nutrients in both the COG and KOG analyses Click here for additional data file.

10.7717/peerj.4140/supp-3 File S3 Functional distribution of GO annotation Click here for additional data file.

10.7717/peerj.4140/supp-4 File S4 Functional distribution of KEGG annotation Click here for additional data file.

10.7717/peerj.4140/supp-5 File S5 Sequences of the new transcripts Click here for additional data file.

10.7717/peerj.4140/supp-6 File S6 New transcripts functional annotation Click here for additional data file.

10.7717/peerj.4140/supp-7 File S7 Functional annotation of potential transcripts related to feeding Click here for additional data file.

10.7717/peerj.4140/supp-8 Figure S1 Genomic read distribution in different organs. (A) small intestine, (B) liver, (C) referred liver, (D) salivary glands Click here for additional data file.

10.7717/peerj.4140/supp-9 Figure S2 Pie for *e*-value of the transcripts matched the NR databases Click here for additional data file.

10.7717/peerj.4140/supp-10 Figure S3 Statistics of the non-redundant protein database (NR) annotations for various species relative to *M. javanica* Click here for additional data file.

10.7717/peerj.4140/supp-11 Figure S4 Cluster of Orthologous Groups (COG) and Clusters of Protein homology (KOG) function classification of transcripts from *M. javanica* The *x*-axis shows the COG or KOG function classes, and the *y*-axis shows the number of transcripts in one class. The notation on the right shows the full names of the function classes. Click here for additional data file.

10.7717/peerj.4140/supp-12 Figure S5 Gene Ontology (GO) classification analysis of transcripts from *M. javanica* The *x*-axis shows GO function classes. The right side of the *y*-axis shows the number of transcripts with the GO function, and the left side shows the percentage. Click here for additional data file.

10.7717/peerj.4140/supp-13 Figure S6 The known Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of transcripts from *M. javanica* Click here for additional data file.

10.7717/peerj.4140/supp-14 Figure S7 The KEGG pathway analysis of new transcripts from the genome of *M. javanica* The *x*-axis shows the percentage of transcripts in one class, and the *y*-axis shows the KEGG function classes, the number of transcripts with the KEGG function class was shown above the column. Click here for additional data file.

10.7717/peerj.4140/supp-15 Figure S8 The correlation between any two organs, resulting from pairwise comparison using the number of metabolic pathways G, L, S and liver represent small intestine, liver, salivary glands and referred liver, respectively. Click here for additional data file.

10.7717/peerj.4140/supp-16 Table S1 Statistics of annotation results Click here for additional data file.

10.7717/peerj.4140/supp-17 Table S2 Statistic results of annotated new transcripts Click here for additional data file.

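Table S2 counts the annotated new genes by database. In the deposited annotation, 1446 new genes had an NR entry, 761 a Swiss-Prot entry, 662 a GO entry, 619 a KEGG entry and 145 a COG entry. None had a KOG or TrEMBL entry.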

10.7717/peerj.4140/supp-18 Table S3 The full name of genes related to the diet of *M. javanica* Click here for additional data file.

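Table S4 gives genes specific to 1 tissue by symbol. Of its symbols for the small intestine, 15 were searched, and 14 had at least 1 gene with an FPKM above 1 in the small intestine library and at most 1 in the other 2. The exception was CACNG3, whose highest gene (gene4756) had an FPKM of 0.999. All 5 symbols searched for the salivary glands and all 3 for the liver had such a gene in their own library. The liver entries PLA2G4A and gene20840 were met by the same gene. AOC3 was met by gene6663, close to the threshold, with 1.05 in the liver, 0.604 in the salivary gland and 0.396 in the small intestine library. Manis_javanica_newGene_13255, with the same name in its NR entry, had 7.94 in the liver and 1.52 in the salivary gland library. The specific gene was often a paralog by its NR entry. Some symbols had a gene whose NR entry gives the same name. At least 1 such gene was specific for 6 of 10 for the small intestine, 2 of 5 for the salivary glands and 2 of 2 for the liver. CPT1A (gene14755), for example, had an FPKM of 75.9 in the small intestine, 67.2 in the salivary gland and 10.3 in the liver library, and ALDH1A1 (gene16335) 54.6, 96.4 and 17.2 in the same order. GAD2 (gene14344) rested on 3 reads in the small intestine library. FXYD2 (gene1286) had an FPKM of 24.9 in the salivary gland library from 129 reads, 0.471 in the small intestine library and none in the liver library.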

10.7717/peerj.4140/supp-19 Table S4 The genes specifically expressed in the single tissue Click here for additional data file.

# Supplementary material for: Transcriptomic analysis identifies genes and pathways related to myrmecophagy in the Malayan pangolin (Manis javanica)
**Source:** PeerJ. 2017 Dec 22;5:e4140. doi: 10.7717/peerj.4140
**Supplement:** Table S1

| #Anno_Database | Annotated_Number | 300<=length<1000 | length>=1000 |
| --- | --- | --- | --- |
| COG_Annotation | 6228 | 2022 | 4117 |
| GO_Annotation | 16648 | 6633 | 9519 |
| KEGG_Annotation | 13977 | 5475 | 8139 |
| KOG_Annotation | 14115 | 4971 | 8830 |
| Swissprot_Annotation | 17135 | 6908 | 9731 |
| TrEMBL_Annotation | 20964 | 8557 | 11827 |
| nr_Annotation | 22473 | 9156 | 12622 |
| All_Annotated | 22538 | 9198 | 12644 |

# Supplementary material for: Transcriptomic analysis identifies genes and pathways related to myrmecophagy in the Malayan pangolin (Manis javanica)
**Source:** PeerJ. 2017 Dec 22;5:e4140. doi: 10.7717/peerj.4140
**Supplement:** Table S2

| #Anno_Database | Annotated_Number | 300<=length<1000 | length>=1000 |
| --- | --- | --- | --- |
| COG_Annotation | 145 | 56 | 75 |
| GO_Annotation | 662 | 279 | 302 |
| KEGG_Annotation | 619 | 280 | 276 |
| Swissprot_Annotation | 761 | 270 | 414 |
| nr_Annotation | 1446 | 553 | 780 |
| All_Annotated | 1459 | 559 | 787 |

# Supplementary material for: Transcriptomic analysis identifies genes and pathways related to myrmecophagy in the Malayan pangolin (Manis javanica)
**Source:** PeerJ. 2017 Dec 22;5:e4140. doi: 10.7717/peerj.4140
**Supplement:** Table S3

| Sensory perception | Opsin | Rhodopsin kinase (GRK1), short-wave-sensitive opsin 1 (OPN1SW), long-wave-sensitive opsin 1 (OPN1LW), melanopsin (OPN4), phosphodiesterase 6D (PDE6D), retinal rod rhodopsin-sensitive cGMP 3&apos (PDE6G), retinal cone rhodopsin-sensitive cGMP 3&apos (PDE6H), rhodopsin (RHO) |
| --- | --- | --- |
|  | Taste | Taste receptor type 1 member 2 (TAS1R2), taste receptor type 1 member 3 (TAS1R3), taste receptor type 2 member 1 (TAS2R1), taste receptor type 2 member 4 (TAS2R4), taste receptor type 2 member 7 (TAS2R7), taste receptor type 2 member 10 (TAS2R10), taste receptor type 2 member 30 (TAS2R30), taste receptor type 2 member 38 (TAS2R38), taste receptor type 2 member 40 (TAS2R40) |
|  | Olfactor-y | Cyclic nucleotide-gated olfactory channel (CNGA2), olfactory receptor-like protein (DTMT), olfactory receptor (OR1A1, OR1D2, OR1E1, OR1E2, OR1E5, OR1G1, OR3A1, OR3A2, OR3A3), olfactory receptor-like protein (OLF1, OLF2, OLF3, OLF4) |
| Digestive  Enzyme  genes | Carbohy-drases | Amylo-alpha-1,6-glucosidase (AGL), pancreatic alpha-amylase (AMY2), acidic mammalian chitinase (CHIA), chitinase-3-like protein 1 (CHI3L1), chitinase domain-containing protein 1 (CHID1), lysosomal alpha-glucosidase (GAA), neutral alpha-glucosidase AB (GANAB), neutral alpha-glucosidase C (GANC), cytosolic beta-glucosidase (GBA3), cytosolic beta-glucosidase Beta-galactosidase (GLB1), beta-galactosidase-1-like protein (GLB1L), glucosidase 2 subunit beta (PRKCSH), isomaltase (SI) |
|  | Lipases | Monoacylglycerol lipase (ABHD6, ABHD12), bile salt-activated lipase (CEL), colipase (CLPS), phospholipase DDHD1, phosphatidylinositol-glycan-specific phospholipase D (GPLD1), group XV phospholipase A2, lysosomal acid lipase/cholesteryl ester hydrolase (LIPA), hepatic triacylglycerol lipase (LIPC), hormone-sensitive lipase (LIPE), gastric triacylglycerol lipase (LIPF), lipase member H (LIPH), lipase maturation factor 1 (LMF1), lipase maturation factor 2 (LMF2), lipoprotein lipase (LPL), lysophospholipase-like protein 1 (LYPLAL1), N-acyl-phosphatidylethanolamine-hydrolyzing phospholipase D (NAPEPLD), phospholipase A1 member A (PLA1A), phospholipase A2 (PLA2G1B), phospholipase A2, membrane associated (PLA2G2A), group 3 secretory phospholipase A2 (PLA2G3), lysophospholipase (PLA2G4A), soluble secretory phospholipase A2 receptor (PLA2R1), PLB1, phospholipase B-like 1 chain C (PLBD1), putative phospholipase B-like 2 (PLBD2), phospholipase D3 (PLD3), pancreatic triacylglycerol lipase (PNLIP), inactive pancreatic lipase-related protein 1 (PNLIPRP1), pancreatic lipase-related protein 2 (PNLIPRP2), patatin-like phospholipase domain-containing protein 2 (PNPLA2), calcium-independent phospholipase A2-gamma (PNPLA8) |
|  | Protease | Anionic trypsin, aminopeptidase N (ANPEP), cationic trypsin, chymotrypsin-like elastase family member 1 (CELA1), chymotrypsin A chain C (CTRB1), chymotrypsin-C (CTRC), dipeptidyl aminopeptidase-like protein 6 (DPP6), aspartyl aminopeptidase (DNPEP), glutamyl aminopeptidase (ENPEP), endoplasmic reticulum aminopeptidase 2 (ERAP2), cytosol aminopeptidase (LAP3), methionine aminopeptidase (METAP1, METAP2), probable aminopeptidase (NPEPL1), gastricsin (PGC), neurotrypsin (PRSS12), trypsin, probable Xaa-Pro aminopeptidase (XPNPEP1, XPNPEP2, XPNPEP3). |
| Transporte-rs | Sugar transport-er | Facilitated glucose transporter member (SLC2A1, SLC2A2, SLC2A3, SLC2A4, SLC2A5, SLC2A8, SLC2A9, SLC2A12), probable UDP-sugar transporter (SLC35A4, SLC35A5), sugar transporter (SLC50A1), UDP-N-acetyl glucosamine transporter (SLC35A3, SLC35B4, SLC35D2) |
|  | AA transport-er | Excitatory amino acid transporter (SLC1A1, SLC1A3, SLC1A6), neutral amino acid transporter (SLC1A4, SLC1A5, SLC7A8, SLC43A2, SLC6A15, SLC6A17, SLC6A19, SLC38A1, SLC38A2, SLC38A4, SLC38A5, SLC38A7, SLC38A10, SLC38A11), cationic amino acid transporter 2 (SLC7A2, SLC7A14), cystine/glutamate transporter (SLC7A11), mitochondrial basic amino acids transporter (SLC25A29) |
|  | Apolipo-protein | Truncated apolipoprotein A-I (APOA1), truncated apolipoprotein A-II (APOA2), apolipoprotein B (APOB), apolipoprotein A-IV, proapolipoprotein C-II (APOC2), apolipoprotein C-III (APOC3), apolipoprotein C-IV (APOC4), apolipoprotein D (APOD), apolipoprotein E (APOE), apolipoprotein M (APOM), apolipoprotein O (APOO) |
|  | Cationic/anion transport-er | H(+)/Cl(-) exchange transporter (CLCN3, CLCN5, CLCN7), molybdate-anion transporter (MFSD5), magnesium transporter (MAGT1, MMGT1, MRS2, NIPA2, NIPAL1), sodium-independent sulfate anion transporter, Electrogenic sodium bicarbonate cotransporter 1 (SLC4A4), sodium-dependent phosphate transporter (SLC20A1, SLC20A2), anion transporter (SLCO1C1, SLCO3A1, SLCO4C1) |
|  | Vitamin transport-er | Probable lysosomal cobalamin transporter (LMBRD1), proton-coupled folate transporter, sodium-dependent multivitamin transporter (SLC5A6), thiamine transporter (SLC19A3), mitochondrial folate transporter (SLC25A32), riboflavin transporter (SLC52A2, SLC52A3) |
|  | Cotransp-orter | Sodium/glucose cotransporter (SLC5A1, SLC5A4, SLC5A10), sodium/nucleoside cotransporter (SLC5A2, SLC28A1), sodium/myo-inositol cotransporter (SLC5A3) |
|  | Others | Sodium-dependent noradrenaline transporter (SLC6A2), sodium-dependent dopamine transporter (SLC6A3), sodium-dependent serotonin transporter (SLC6A4), sodium- and chloride-dependent transporter (SLC6A8, SLC6A9, SLC6A12, SLC6A13), ileal sodium/bile acid cotransporter (SLC10A2), monocarboxylate transporter (SLC5A12, SLC16A1, SLC16A9, SLC16A13), vesicular glutamate transporter (SLC17A6, SLC17A7), sulfate transporter (SLC26A2), equilibrative nucleoside transporter 3 (SLC29A3), choline transporter-like protein 2 (SLC44A2, SLC44A3, SLC44A4, SLC44A5), membrane-associated transporter protein (SLC45A2), thymic stromal cotransporter homolog (SLC46A2) |

# Supplementary material for: Transcriptomic analysis identifies genes and pathways related to myrmecophagy in the Malayan pangolin (Manis javanica)
**Source:** PeerJ. 2017 Dec 22;5:e4140. doi: 10.7717/peerj.4140
**Supplement:** Table S4

| Tissue  Gene Name | Small intestine | Liver | Salivary glands | Referred liver |
| --- | --- | --- | --- | --- |
| Alanine, aspartate and glutamate metabolism | Glutamate decarboxylase 2 (GAD2) | 0 | 0 | 0 |
| Glycine, serine and threonine metabolism | 0 | Membrane primary amine oxidase (AOC3) | 0 | betaine--homocysteine S-methyltransferase 1 isoform X2 |
| Cysteine and methionine metabolism | Enolase-phosphatase | 0 | 0 | betaine--homocysteine S-methyltransferase 1 isoform X2 |
| Valine, leucine and isoleucine degradation | Aldehyde oxidase 2 (AOX2) | 0 | 0 | Manis_javanica_newGene_9458;Probable 3-hydroxymethyl-3-methylglutaryl-CoA lyase 2;hydroxymethylglutaryl-CoA synthase |
| Lysine degradation | 0 | 0 | 0 | Manis_javanica_newGene_9458 |
| Arginine and proline metabolism | Prolyl 4-hydroxylase subunit alpha-3 (P4HA3); Carnosine synthase 1 | 0 | 0 | ornithine carbamoyltransferase |
| Histidine metabolism | Carnosine synthase 1 | 0 | Retinal dehydrogenase 1 (ALDH1A1) | Manis_javanica_newGene_7661 |
| Tyrosine metabolism | Aldehyde oxidase 2 (AOX2) | L-dopachrome tautomerase;  Membrane primary amine oxidase (AOC3) | Tyrosine 3-monooxygenase;Retinal dehydrogenase 1 (ALDH1A1) | 0 |
| Phenylalanine metabolism | 0 | Membrane primary amine oxidase (AOC3) | Retinal dehydrogenase 1 (ALDH1A1) | Manis_javanica_newGene_13705;glycine N-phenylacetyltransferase-like |
| Tryptophan metabolism | Aldehyde oxidase 2 (AOX2);  Indoleamine 2,3-dioxygenase | 0 | 0 | Manis_javanica_newGene_9458;cytochrome P450 1A1-like;Cytochrome P450 |
| Fatty acid elongation | Elongation of very long chain fatty acids protein 7 (ELOVL7) | 0 | 0 | 0 |
| Fatty acid degradation | Carnitine O-palmitoyltransferase 1, liver isoform (CPT1A) | 0 | 0 | Manis_javanica_newGene_9458;Carbonyl reductase family member 4 (CBR4) |
| Synthesis and degradation of ketone bodies | 0 | 0 | 0 | Manis_javanica_newGene_9458;Probable 3-hydroxymethyl-3-methylglutaryl-CoA lyase 2;hydroxymethylglutaryl-CoA synthase |
| Steroid biosynthesis | regulator of G-protein signaling 22 | 0 | 0 | Sterol O-acyltransferase 2 (SOAT2);Cytochrome P450 2J1 (CYP2J1) |
| Primary bile acid biosynthesis | 0 | 0 | 0 | Manis_javanica_newGene_8788;Cholesterol 7-alpha-monooxygenase (CYP7A1);24-hydroxycholesterol 7-alpha-hydroxylase-like isoform X4 |
| Steroid hormone biosynthesis | 0 | Cytochrome P450c17 | 0 | 0 |
| Glycerolipid metabolism | 1-acyl-sn-glycerol-3-phosphate acyltransferase delta (AGPAT4) | glycerol-3-phosphate acyltransferase 2 | Inactive pancreatic lipase-related protein 1 (PNLIPRP1);Diacylglycerol kinase alpha (DGKA) | 0 |
| Glycerophospholipid metabolism | Phospholipase A2, membrane associated (PLA2G2A); 1-acyl-sn-glycerol-3-phosphate acyltransferase delta (AGPAT4);gene22988;cytosolic phospholipase A2 delta;group 3 secretory phospholipase A2;Phospholipase A2 (PLA2G1B) | gene20840; glycerol-3-phosphate acyltransferase 2 | Diacylglycerol kinase alpha (DGKA) | Phospholipase D3 (PLD3) |
| Ether lipid metabolism | Phospholipase A2, membrane associated (PLA2G2A);gene17228; Lysophospholipase (PLA2G4A);cytosolic phospholipase A2 delta;group 3 secretory phospholipase A2;Phospholipase A2 (PLA2G1B) | Lysophospholipase (PLA2G4A) | 0 | Phospholipase D3 (PLD3) |
| Sphingolipid metabolism | Voltage-dependent calcium channel gamma-3 subunit (CACNG3);Sialidase-3 (NEU3);sphingosine-1-phosphate phosphatase 2 | 0 | 0 | Manis_javanica_newGene_13789;  alkaline ceramidase 3 isoform X1 |
| Arachidonic acid metabolism | Phospholipase A2, membrane associated (PLA2G2A);gene21148; Lysophospholipase (PLA2G4A);cytosolic phospholipase A2 delta;group 3 secretory phospholipase A2;Phospholipase A2 (PLA2G1B) | Lysophospholipase (PLA2G4A) | Diacylglycerol kinase alpha (DGKA) | Manis_javanica_newGene_11007;  Manis_javanica_newGene_12165;  Manis_javanica_newGene_12624;  Manis_javanica_newGene_8960;  Cytochrome P450 4A7 (CYP4A7);Arachidonate 15-lipoxygenase (ALOX15);Cytochrome P450 4A6 (CYP4A6);Carbonyl reductase [NADPH] 1 (CBR1) |
| Linoleic acid metabolism | Phospholipase A2, membrane associated (PLA2G2A); Lysophospholipase (PLA2G4A);cytosolic phospholipase A2 delta;group 3 secretory phospholipase A2;Phospholipase A2 (PLA2G1B) | Lysophospholipase (PLA2G4A) | 0 | Cytochrome P450 3A12 (CYP3A12);Cytochrome P450 3A8 (CYP3A8) |
| alpha-Linolenic acid metabolism | Phospholipase A2, membrane associated (PLA2G2A); Lysophospholipase (PLA2G4A);cytosolic phospholipase A2 delta;group 3 secretory phospholipase A2;Phospholipase A2 (PLA2G1B) | Lysophospholipase (PLA2G4A) | 0 | 0 |
| Biosynthesis of unsaturated fatty acids | 0 | 0 | Stearoyl-CoA desaturase 5 (SCD5) | 0 |
| Starch and sucrose metabolism | Nucleotide pyrophosphatase (ENPP3) | 0 | 0 | 0 |
| Glycolysis / Gluconeogenesis | 0 | 0 | Retinal dehydrogenase 1 (ALDH1A1) | Manis_javanica_newGene_5972 |
| Citrate cycle (TCA cycle) | 0 | 0 | 0 | Manis_javanica_newGene_5972 |
| Pentose and glucuronate interconversions | 0 | 0 | 0 | Manis_javanica_newGene_8627;UDP-glucuronosyltransferase 2B31 (UGT2B31) |
| Ascorbate and aldarate metabolism | 0 | 0 | 0 | Manis_javanica_newGene_8627;UDP-glucuronosyltransferase 2B31 (UGT2B31);Inositol oxygenase (MIOX) |
| Pyruvate metabolism | 0 | 0 | 0 | Manis_javanica_newGene_5972;Manis_javanica_newGene_9458;acyl-coenzyme A thioesterase 12 |
| Amino sugar and nucleotide sugar metabolism | 0 | 0 | 0 | NADH-cytochrome b5 reductase 1 (CYB5R1) |
| Pyruvate metabolism | 0 | 0 | 0 | Manis_javanica_newGene_5972;Manis_javanica_newGene_9458;acyl-coenzyme A thioesterase 12 |
| Glyoxylate and dicarboxylate metabolism | 0 | 0 | 0 | Manis_javanica_newGene_9458;Hydroxyacid oxidase 2 (HAO2) |
| Propanoate metabolism | 0 | 0 | 0 | Manis_javanica_newGene_9458 |
| Proximal tubule bicarbonate reclamation | 0 | 0 | Sodium/potassium-transporting ATPase subunit gamma (FXYD2) | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

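RNA of the small intestine, salivary glands and liver of 1 adult female M. javanica was sequenced in pairs on an Illumina HiSeq instrument, with 1 library per tissue. The authors removed adaptors and low-quality reads, aligned the rest with TopHat2 to the M. javanica genome and joined reads outside annotated genes into new genes with Cufflinks. The deposited count of each gene is a whole number of fragments that the authors did not scale between libraries. The text of the paper does not name the tool that made the counts, though it names RSEM for FPKM. By the paper's formula, FPKM comes from the fragments on a gene, its length and the mapped fragments of the library. The deposited FPKM values do not follow from the listed counts and lengths alone. In the liver library gene6509, of 1142 bases, had 24790 reads and an FPKM of 1219. There gene11006, of 1212 bases, had 11776 reads and an FPKM of 1856. The cause was not tested. A further score deposited by the authors is the count times 1 factor per library, and it was read only to check the counts. The authors also deposited an annotation of each gene against COG, GO, KEGG, KOG, Swiss-Prot, TrEMBL and NR.

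Tables were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. TMM factors and the exact test came from edgeR 4.0.16 in R 4.3.3. Genes are named by the symbol in the Swiss-Prot entry or, failing that, in the KEGG entry, and positions are those the authors gave on the NW scaffolds, whose build is not named. Symbols assigned this way can stand for a paralog, so some lists were also found by the product name in the NR entry, a choice made after their values by symbol were seen. The genes named in the text are those the paper names in its results, those of Tables 3 and S4 where a passage is about them, the 5 with the highest FPKM in each library, and the 2 with the highest FPKM in a list or pathway, except that some of these genes are not reported here. Genes of arginine synthesis, of the acute phase and of glucose production, IGFBP1, PDK4, the intestine genes named singly, gene13097 and the receptor genes were named after their values were seen.

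A gene was taken as expressed above an FPKM of 1. R2 is the squared Pearson correlation across genes of log10 (FPKM + 1). For differential calls, counts of 2 libraries were scaled by TMM and tested with the MA-plot method of DEGseq, written anew for this work, with a count of 1 in place of 0, Storey q-values with lambda 0.5, a q-value under 0.005 and an absolute log2 fold change of at least 1. This replaces a test between groups, which needs replicates. Alternatives were library size only, edgeR's exact test with an assumed biological coefficient of variation of 0.4, an exact binomial test, a log2 fold change of at least 2, genes with an FPKM above 1, and the FPKM fold only. For counts of genes they were FPKM thresholds of 0.5 and 5, TPM, upper quartile scaling, at least 10 reads and leaving out new genes. Shares of counts carry 95% Wilson intervals, and a count of 0 was limited at 3 counts.

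On simulated data of 20644 genes with 200 changed 4-fold, the test recovered 96.5% of the changed genes with 0 other calls. The exact binomial test recovered 95.5% and edgeR's exact test 0%. With a 64-fold change over 20666 genes, edgeR's exact test recovered 92% and library size only made 37 other calls. Simulated counts varied by counting error only, around the same profile in all libraries. The simulation therefore does not show how many calls biological variation between unreplicated libraries would make. Gene lists were compared with 10000 random lists, each gene drawn from the 100 nearest in mean expression. Of 200 random lists of 10 genes, 6 stood above percentile 95 and 12 below 5, and all 200 lists raised 8-fold stood above 95. The lists were pancreatic acinar, hepatocyte, erythroid, skeletal muscle, smooth muscle, enterocyte, goblet and Paneth, gastric, salivary gland, plasma cell and B cell, and macrophage genes, and, written later, second stomach and intestine lists and lists of genes raised and lowered in the acute phase and in fasting.

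The copy of File S4 used here holds part of the gene lists of long pathways, and these were left out or their genes found through KO numbers, with no enrichment test. The referred liver library of the paper was not used here. The table of RefSeq genes was not joined, since the gene identifiers carry no locus tag.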

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

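The test with a second list of stomach genes and the test with lists of acute phase genes were written before the values of those lists were seen, and the other tests in this part were chosen only after the result was seen.

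BPIFB1 (gene2060) had an FPKM of 136163 in the library labelled small intestine, and the gastric gene list had a median FPKM of 1073 there. The paper does not discuss BPIFB1 or the genes of this list that are outside Table 3, and both values lie above what a count of 0 allows. The gastric list held 9 genes found in the annotation, 3 of them in Table 3 and none in another list, and 7 had an FPKM above 1 in this library, 4 in the salivary gland library and 0 in the liver library. ATP4A (gene10658) had 1073 and PGC (gene26479) 7953 in the small intestine library. Gastric tissue in place of small intestine, as a mislabelled or mixed sample, is a candidate explanation. A second list of 7 stomach genes, none in Table 3 or in another list, had a median at percentile 100.0 of random lists in this library, with 7 genes above an FPKM of 1. A second list of 9 intestine genes, 1 in Table 3, stood at percentile 79.43, but its members with the highest FPKM have NR entries of other genes. The genes of both intestine lists and of both stomach lists were therefore also found by the name in their NR entry. Small intestine that expresses stomach genes beside its own would show its own genes too, but the 25 intestine genes found by name, 4 in Table 3, had a median FPKM of 0.0796 in this library, 0 in the salivary gland library and 0.109 in the liver library, and 10 of them had no read in this library. The 25 stomach genes found by name, 3 of their symbols in Table 3, had medians of 51.05, 0.0755 and 0 in the same order. Of the intestine genes found by name, 5 had an FPKM above 1 in this library. VIL1 had 24.0, close to 25.7 and 21.2 in the other libraries, while MUC13, LGALS4, SLC5A1 and DPP4 had between 1.19 and 3.06, higher than in both other libraries, so a small share of intestine stays open. By symbol, the enterocyte list, 10 genes with 3 in Table 3, had a median FPKM of 0.627 in this library, 0.255 in the salivary gland library and 1.62 in the liver library. A few genes taking a large share of the counts lower all other values by 1 factor. Without the 10 most abundant genes the values in this library rise 1.90 times, which takes the enterocyte list by symbol to 1.19 but the intestine genes found by name only to 0.151, so this does not account for them. As to depth, 3 counts were 0.521 CPM of the 5755976 counts left, so the depth left was enough to show a gene at 1 CPM. A difference between parts of the digestive tract of this species, or a small intestine of this species without these transcripts, was not tested.

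HAMP (gene10646) had an FPKM of 30304 in the liver library, above what a count of 0 allows, and the paper does not discuss it. HP (gene25455) had 25755 and the fibrinogen genes FGA (gene1592), FGB (gene1591) and FGG (gene1593) 9658, 12822 and 12649, while ALB (gene11696) had 434 and stood at place 156. An acute phase response of the liver is a candidate explanation. A list of 7 other genes raised in the acute phase had a median FPKM of 1212 in the liver library and a list of 8 genes lowered in it 23.4, and no gene of either list is in Table 3, while 1 of the lowered genes is in another list. Found by the name in their NR entry, the 11 raised and 7 lowered genes had medians of 326 and 8.51. By symbol, both lists were high against random lists in this library, at percentiles 100.0 and 99.97. Genes of the lists also differ in their usual level in liver, and no liver of another animal was used here, so the comparison of the lists does not separate a response from that. Whether reads of albumin were counted on another gene cannot be told apart from a low value of albumin, since the annotation names 0 other genes as serum albumin, holding 0 liver reads.

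Olfactory receptor genes annotated as OR13A1 held 1033 reads in the liver library and 0 in each of the other libraries. These reads lie above what a count of 0 allows, and Table 3 of the paper gives receptor genes by symbol without expression values. Genomic DNA in the liver library would spread reads over the receptor genes, but 89.0% of the liver reads on receptors fell on these 8 genes. Another gene that shares sequence with this subfamily was not tested, and neither was a biological explanation.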

How the results depend on the processing

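Every alternative was set before the data were examined, apart from the untransformed R2 over chosen genes and the pathway lists found through KO numbers, which were chosen after seeing the data. Of 211 values under an alternative, 133 stayed within the limit set for that kind of value and 78 moved beyond it. The share of FPKM held by the 10 most abundant genes is not counted here, since rescaling FPKM to TPM cannot change it. A count close to the size of its gene set, as for carbohydrases, cannot rise by 1.5 times, and a lower threshold or a sum over genes is no test of it. The limits were 1.5 times for a count, 0.01 for R2 and the counting interval for a percentile, and the limit for R2 was set after a first look at the values. Causes of the changes were not tested except where stated.

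R2 is given for the pairs small intestine and salivary glands, small intestine and liver, and salivary glands and liver. It was 0.00114, 0.00600 and 0.0117 on untransformed FPKM, 0.582, 0.378 and 0.418 over genes with an FPKM above 1 in at least 1 library, and 0.787, 0.635 and 0.679 without new genes. For the pairs with liver it was 0.622 and 0.661 without the 10 most abundant genes, and 0.637 and 0.667 as the squared Spearman's rho. On untransformed FPKM it was 0.00112, 0.240 and 0.0248 over genes above 0 in both libraries, 0.00109, 0.287 and 0.0299 over genes above 1 in both, and 0.641, 0.233 and 0.271 without the 10 most abundant genes.

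Under an FPKM threshold of 5, 8932 genes passed in the small intestine, 8315 in the salivary gland and 8873 in the liver library, 6456 in all 3 and 4399 in all 3 with a KEGG entry, since fewer genes pass a higher threshold. Of the new genes, 318 passed it in all 3 libraries and 1069 in at least 1. Of the amino acid genes in the pathways with whole lists, 25 passed it in all 3 libraries, against 44 with a threshold of 1. For olfactory receptors the counts were 14 at a threshold of 0.5 and 3 at 5, and by KEGG 15 and 3. For vision, 2 symbols passed at 0.5. Genes specific to the small intestine, salivary gland and liver libraries numbered 164, 98 and 319 with an FPKM of 0 elsewhere, and 266, 113 and 359 with an FPKM above 5 in the tissue.

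For differential calls, in the order of pairs used for R2, edgeR's exact test with the assumed variation called 780, 2074 and 1851 genes, and 13, 64 and 68 in the pathways. On simulated data that test recovered 0% of genes changed 4-fold, which bears on its lower counts. A log2 fold change of at least 2 left 3023, 4983 and 4651 genes, and 53, 122 and 104 in the pathways. Pathway lists with genes found through KO numbers gave 180, 323 and 300 calls, as more genes were tested. Relative to library size alone, the TMM factors shifted the log2 fold change of every gene, the first library of a pair over the second, by 0.47, 0.24 and -0.22 in the same order. With library size only, the share of calls higher in the small intestine library than in the salivary gland library was 34.6% over all genes, against 56.5%, and 28.3% in the pathways, against 47.7%. Over all genes this direction therefore depends on the scaling. It also reversed for the other pairs, from 52.6% to 43.7% higher in the small intestine than in the liver library, and from 49.1% to 57.5% higher in the salivary gland than in the liver library. In the pathways the share for the small intestine over the salivary gland library was 69.2% with edgeR's exact test and 60.4% with a log2 fold change of at least 2. It was 49.04% with the exact binomial test, so there the direction depends on the test and threshold. The small intestine and liver libraries had more calls than the small intestine and salivary gland libraries under every alternative that was run.

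With FPKM rescaled to TPM, percentiles of gene lists moved as follows in the small intestine, salivary gland and liver libraries. The erythroid list stood at 34.05, 21.63 and 69.53, skeletal muscle at 76.31, 71.27 and 0.67, enterocyte at 23.45, 8.5 and 87.62, salivary gland at 11.17, 50.49 and 35.54, and macrophage at 2.08, 2.52 and 100.0. In the salivary gland library smooth muscle stood at 91.89, plasma cell and B cell at 22.45, and goblet and Paneth at 22.38, the last with 83.67 in the small intestine library. The depth limits genes with few reads, such as GAD2, whose side of a threshold rests on single counts. No paired analysis was possible because each tissue has 1 library.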

Differences from the paper's values

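No test in this part was chosen after a result was seen, but the untransformed R2 over genes above 0 or above 1 in both libraries were settings chosen after seeing the values. Of 81 values set beside the paper's, 63 were equal, 5 differed, and 13 were unequal by less than the limit, which was 1.5 times for a count and 0.005 for R2. Among the latter, tryptophan metabolism held 50 genes in File S4 against the paper's 35 in the text, and 31 genes of starch and sucrose metabolism were called between the small intestine and liver libraries against the paper's 23.

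R2 between the small intestine and salivary glands was 0.766, and the paper's value is about 0.0002 in Fig. 3, read by eye. Of the alternatives set before the data were examined, untransformed FPKM gave 0.00114, within 0.005 of the paper's value, and none of the others did. The settings chosen after seeing the values gave 0.00112 over genes above 0 and 0.00109 over genes above 1 in both libraries. Between the small intestine and liver R2 was 0.611 and the paper's value is 0.30. None of the alternatives set before the data were examined closed the gap, and the nearest setting, chosen after seeing the values, was untransformed FPKM over genes above 1 in both libraries, with 0.287. Between the salivary glands and liver R2 was 0.648, and the paper's value is about 0.025 in Fig. 3, read by eye. None of the alternatives set before the data were examined closed the gap, with 0.0117 for untransformed FPKM. Untransformed FPKM over genes above 0 in both libraries, chosen after seeing the values, gave 0.0248, and over genes above 1 in both 0.0299.

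Genes with an FPKM above 1 in all 3 libraries and a KEGG entry numbered 7175, and the paper's value is 3947. Of the alternatives set before the data were examined, a threshold of 5 gave 4399, within 1.5 times of it, and the others did not. With that threshold the count without regard to KEGG was 6456, more than 1.5 times below the paper's 11055, against 11359 with a threshold of 1, and the counts of 12 of 22 pathways in Fig. 4 differed, against 0 with a threshold of 1. For fatty acid biosynthesis File S4 lists 13 genes, and the paper's value in the text is 55. No alternative was set for this count.

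For the ranking of similarity, the paper has the salivary glands and small intestine as the least similar pair, whereas on the log10 scale they had the highest R2 of the 3 pairs, 0.766. The paper states that no transcript was found for arginine biosynthesis, and none of its 290 pathways carries that name. Among enzymes found by KO number, ASS1 (gene11006) had an FPKM of 1856 in the liver library and ASL (gene13637) 45.9. OTC (gene11511) had 0.322 there, from 16 reads, and whether arginine is made was not tested. Among tissue-specific transcripts in pathways the paper counts fewer in the liver than in the small intestine, whereas 76 genes were specific to the liver library and 25 to the small intestine library. The paper's count was made beside a further liver library that was not used here.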

Other observations

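The lists of genes raised and lowered in fasting were written before their values were seen, and the other tests in this part were chosen only after the result was seen.

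Genes abundant in the small intestine library appeared at a low level in the salivary gland library. For 8 genes with an FPKM above 1000 in the former and almost none in the liver library, the salivary gland FPKM was a median of 0.0796% of the small intestine FPKM, between 0.0311 and 0.0977%. For 6 genes abundant in the salivary gland library the share in the small intestine library was 0.200%. For genes abundant in the liver library the median share was 0% in the small intestine library and 0.000211% in the salivary gland library. For the 8 genes, low expression in the other tissue was assumed to let the share vary by over 10 times, which was not measured. The upper quartile of the share was 1.27 times the lower. Reads of 1 library counted in the other could account for the share of these genes, but low expression is not excluded. Over 32 genes with an FPKM above 100 the quartiles differed by 2.49 times, while the share ranged from 0, for 4 genes, to 54827%. Expression of some of these genes in the salivary glands could account for the 3 genes with a share over 10 times the median. Over 11 genes with an FPKM above 100 in the salivary gland library the share in the small intestine library ranged from 0 to 102364%. The limit between a narrow and a wide spread was set after seeing the values, and whether tissue or reads were carried over was not tested. CHIA, 1 of the 8 genes, had a salivary gland FPKM of 40.0, against 13.4 to 42.1 for the lowest and the highest share.

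The small intestine and salivary glands had the highest R2 of the 3 pairs on the log10 scale and the lowest on untransformed FPKM. A few genes with a large share of the counts could account for this, since without the 10 most abundant genes of either library the untransformed R2 of the small intestine and salivary glands rose to 0.641, the highest of the 3 pairs. A biological explanation was not tested.

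Genes of glucose production were abundant in the liver library, with an FPKM of 4316 for TAT, 2584 for PPCK1 and 509 for G6PC. IGFBP1 (gene14773), also raised in fasting, had 19034 and stood at place 4. Fasting or stress hormones before sampling could raise such genes, and this cannot be told apart from their usual level in liver, since no fed animal was compared. A list of 5 other genes raised in fasting stood at percentile 15.56 of random lists in the liver library and a list of 4 genes lowered in it at 54.11, but these percentiles set the liver against other tissues of the same animal, which a response of the whole animal would change too. PDK4 of the raised list had an FPKM of 719 in the salivary gland and 139.9 in the liver library. Within the liver library the lists had medians of 52.2 and 18.0, and their genes also differ in their usual level.

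Lists of marker genes were compared with random lists matched on expression, as a description of these libraries. Matching was on the mean over these same 3 libraries, so a percentile reflects the spread of a list over them, not its level. In the small intestine library the pancreatic acinar list, at 99.91, had a median FPKM of 3.90. The macrophage list, at 1.69, had a median of 13.2 there. Percentiles are given for the small intestine, salivary gland and liver libraries. The gastric list stood at 100.0, 0 and 0, the enterocyte list at 21.98, 10.81 and 82.08, goblet and Paneth at 79.24, 28.84 and 39.87, hepatocyte at 0, 0 and 100.0 and pancreatic acinar at 99.91, 1.12 and 0. Salivary gland genes stood at 14.84, 43.89 and 33.72, smooth muscle at 100.0, 87.9 and 0, skeletal muscle at 78.96, 72.39 and 0.88, erythroid at 30.32, 23.74 and 62.02, macrophage at 1.69, 1.62 and 99.99, and plasma cell and B cell at 17.28, 27.54 and 91.19. The second stomach list stood at 100.0, 0.05 and 0 and the second intestine list at 79.43, 2.765 and 24.5. The raised and lowered acute phase lists stood at 0, 0 and 100.0, and 0, 0 and 99.97, and the raised and lowered fasting lists at 82.18, 91.81 and 15.56, and 55.24, 25.21 and 54.11. Of the list genes, 9 pancreatic and 3 hepatocyte genes are also in Table 3, and 1 hepatocyte gene is in another list. Some symbols stood for related genes by their NR entry, such as ANPEP for an aminopeptidase O and LGALS4 for a galectin-7.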
